# Transcriptome Analyses of *Candida albicans* Biofilms, Exposed to Arachidonic Acid and Fluconazole, Indicates Potential Drug Targets

**DOI:** 10.1534/g3.120.401340

**Published:** 2020-07-06

**Authors:** Oluwasegun Kuloyo, Ruan Fourie, Errol Cason, Jacobus Albertyn, Carolina H. Pohl

**Keywords:** Biofilm, *C. albicans*, arachidonic acid, fluconazole

## Abstract

*Candida albicans* is an opportunistic yeast pathogen within the human microbiota with significant medical importance because of its pathogenic potential. The yeast produces highly resistant biofilms, which are crucial for maintaining infections. Though antifungals are available, their effectiveness is dwindling due to resistance. Alternate options that comprise the combination of existing azoles and polyunsaturated fatty acids, such as arachidonic acid (AA), have been shown to increase azoles susceptibility of *C. albicans* biofilms; however, the mechanisms are still unknown. Therefore, transcriptome analysis was conducted on biofilms exposed to sub-inhibitory concentrations of AA alone, fluconazole alone, and AA combined with fluconazole to understand the possible mechanism involved with the phenomenon. Protein ANalysis THrough Evolutionary Relationships (PANTHER) analysis from the differentially expressed genes revealed that the combination of AA and fluconazole influences biological processes associated with essential processes including methionine synthesis and those involved in ATP generation, such as AMP biosynthesis, fumarate metabolism and fatty acid oxidation. These observations suggests that the interference of AA with these processes may be a possible mechanisms to induce increased antifungal susceptibility.

*Candida albicans* is a leading cause of bloodstream infections in immunocompromised individuals, due to the ability to form biofilms both on living tissues and medically implanted devices (Douglas 2003). The infections caused by *Candida* species are often life-threatening, with a mortality rate between 30 and 50%, with more than 400,000 cases reported yearly (Brown *et al.*, 2012; Mayer *et al.*, 2013). Over the years, several types of antifungals, such as polyenes, pyrimidine analogs, azoles, allylamines, and echinocandins, have been developed to combat the infections (Mathé and Van Dijck 2013). However, from these antifungal classes, the azoles, polyenes, and echinocandins are the most commonly administered with azoles being the predominant choice for treating candidiasis (Denning and Hope 2010; Ostrosky-Zeichner *et al.*, 2010).

The frequent use of azoles in the treatment of candidiasis stems from its excellent bioavailability and reduced toxicity (Meis and Verweij 2001; Denning and Hope 2010; Ben-Ami 2018). Unfortunately, the prominent use has generated a challenge of high antifungal resistance. The known resistance mechanisms employed by *C*. *albicans* biofilm against azoles include the reduction of ergosterol and increased expression of drug efflux pumps (Chandra *et al.*, 2001; Shapiro *et al.*, 2011; Taff *et al.*, 2013). Therefore, the treatment of *C*. *albicans* biofilm infections requires alternative and improved treatment options.

Saturated and unsaturated fatty acids have been documented to have antifungal properties. These compounds can naturally insert themselves into the lipid bi-layer to cause membrane disruption and increase membrane fluidity, which ultimately results in the release of intracellular components (Pohl *et al.*, 2011). The polyunsaturated fatty acids (PUFAs), arachidonic acid (AA) (C20:4 n-6), and eicosapentaenoic acid (EPA) (C20:5 n-3) have been reported to inhibit *C*. *albicans* biofilms (Thibane *et al.*, 2010, 2012). Arachidonic acid and EPA also increases the susceptibility of *C*. *albicans* biofilms to azole antifungals (Ells *et al.*, 2009). However, the molecular mechanism involved remains unknown.

Therefore, this investigation aims to unravel the mechanism involved by conducting transcriptome analysis on *C*. *albicans* biofilms, grown in the presence of AA, fluconazole, or a combination of the two to identify differentially expressed genes under the different conditions.

## Materials and Methods

### Stock solutions

Stock solutions of fluconazole (Sigma-Aldrich, USA) and the fatty acid, AA (Sigma-Aldrich, USA) were dissolved in dimethyl sulfoxide (DMSO) (Sigma-Aldrich, USA) and ethanol (EtOH) (Merck, RSA), respectively. Working concentrations were added to the media, ensuring that the solvent concentration was below 1%. Fluconazole was added to a final concentration of 1 mg.L^-1^_,_ while a concentration of 1 mM was used for AA.

### Yeast strain and cultivation

*Candida albicans* CBS 8758 (SC5314), obtained from the UNESCO MIRCEN culture collection at the University of the Free State was revived on Yeast malt (YM) extract agar (10 g.L^-1^ glucose, 5 g.L^-1^ peptone, 3 g.L^-1^ yeast extract, 3 g.L^-1^ malt extract and 16 g.L^-1^ agar bacteriological) at 30° for 24 h.

### Biofilm formation and storage

The revived *Candida albicans* CBS 8758 (SC5314) was used to inoculate 10 mL Yeast Nitrogen Base (YNB) broth (6.7 g.L^-1^ YNB, 10 g.L^-1^ glucose) and incubated on a shaker at 30° for 24 h. The cells were harvested by centrifugation at 3080 *g* for 5 min and washed thrice with sterile phosphate buffer saline (PBS) (Sigma-Aldrich, USA). Cell count was determined with a hemocytometer, and the cells diluted to 1 × 10^6^ cells.mL^-1^ in 20 mL sterile RPMI 1640 media (2 g.L^-1^ glucose) (Sigma-Aldrich, USA). Biofilm formation was initiated in a polystyrene Petri dish and incubated without agitation at 37° for 90 min, then washed with PBS to remove non-adherent cells (Mishra *et al.*, 2014). The medium was replenished with 20 mL RPMI medium containing the desired concentration of fluconazole with AA, or an equivalent volume of the drug vehicles, which was below 1%. The investigated conditions include **A**A (dissolved in EtOH) and **D**MSO (DA), **f**luconazole (dissolved in DMSO), and **E**tOH (FE) as well as **f**luconazole (dissolved in DMSO) and **A**A (dissolved in EtOH) (FA). The control contained both solvents, **D**MSO, and **E**tOH (DE). A total of 5 biofilms were prepared in triplicate for each condition. The plates were covered with parafilm before incubation for 6 h at 37° to allow for biofilm formation. The biofilms and the growth medium used were scraped off the surface of the plate using a cell scraper and centrifuged at 1971 *g* for 3 min at 4°. The supernatant was aspirated and replaced with 2 mL of Qiagen RNA*later* (Qiagen) to prevent RNA degradation before storage at -80°.

### Total RNA extraction and sequencing

Stored biofilms samples were thawed on ice and centrifuged at 4000 *g* for 5 min. RNA*later* was aspirated, and total RNA extraction was carried out using the RNeasy protect mini kit (Qiagen). At the same time, the DNA present was removed with RNase-Free DNase Set (Qiagen), according to the manufacturer’s instructions. The quality of RNA in each sample was determined at the Centre for Proteomic and Genomic Research (CPGR) before sequencing. Quality tests carried out include checking for contaminants with the NanoDrop ND1000, absolute concentration using the Qubit RNA HS Assay Kit, and an Agilent Bioanalyzer Nano Assay to evaluate the sample integrity. Samples having contaminations were cleaned up using an Agencourt RNAClean XP kit (Beckman Coulter), and the quality confirmed. Ribosomal RNA was removed from 1 µg of RNA per sample, using the Illumina Ribo-zero rRNA removal kit, and purified with an Agencourt RNAClean XP kit. Indexed libraries were prepared using the ScriptSeq v2 RNA-Seq Library Preparation Kit and ScriptSeq Index PCR Primers-Set 1 (Illumina). The library size was profiled with the Bioanalyzer High Sensitivity Assay Kit (Agilent) and quantified with the Qubit HS DNA Assay Kit. The samples were diluted and spiked with a Phix control library (Illumina). Sequencing was completed on a Nextseq 500 (Illumina) using the Nextseq 500 High Output (150 cycles) kit, which yielded paired-end reads with 96% and 97% of total data having bases with a Phred score % ≥ Q30.

### Sequence analysis for differentially regulated genes

Fastq files, obtained from the sequencing, were analyzed for quality using FastQC v0.11.5; (Andrews 2010) and the reads with low quality (<Q30) were discarded, using PRINSEQ-lite v0.20.4 (Schmieder and Edwards 2011). The sequences were aligned to the *C*. *albicans* SC5314 genome assembly 21 (Skrzypek *et al.*, 2017) using TopHat2 (Trapnell *et al.*, 2012; Kim *et al.*, 2013) with the fr-secondstrand, -r 250 mate-std- I 10000 -G option (Dutton *et al.*, 2016). Subsequently, the aligned files were merged with SAMtools (Li *et al.*, 2009). Gene expression count tables were built from BAM files, created with TopHat2 using the BEDTools multicov command (Quinlan and Hall 2010). These counts were used to evaluate the differential expression of genes with DESeq2 (Love *et al.*, 2014). Cuffdiff (Trapnell *et al.*, 2012) was also used to generate differential expression data using aligned reads obtained from TopHat2 (Trapnell *et al.*, 2012; Kim *et al.*, 2013) which were assembled with Cufflinks and merged with Cuffmerge (Trapnell *et al.*, 2012). Differentially expressed genes identified from DESeq2 and Cuffdiff with a *P* ≤ 0.05 were considered significant. Heat maps, volcano plots, and principal component analysis were done as described by Love and co-workers (2014) with a modification of the script as described on github.com/stephenturner. The Protein ANalysis THrough Evolutionary Relationships (PANTHER) classification system was used for enrichment analysis of biological processes of the significant differentially regulated genes in the different data sets (Ashburner *et al.*, 2000; Thomas 2003; Mi *et al.*, 2017; The Gene Ontology Consortium 2019).

### NanoString analysis

RNA extracted from the different treatment conditions [DA= AA (dissolved in EtOH) and DMSO, FE = fluconazole (dissolved in DMSO) and EtOH, FA = fluconazole (dissolved in DMSO), AA (dissolved in EtOH), and DE = the solvents, DMSO and EtOH] were analyzed with the NanoString nCounter analysis system (Geiss *et al.*, 2008) at the University of the Witwatersrand, Department of Internal Medicine, using a gene expression TagSet that targets 36 genes including three housekeeping genes (*orf19.1191*, *SLF1*, *orf19.2184*). Custom-designed TagSets, which comprise a fluorescent-labeled reporter tag and a biotinylated universal capture tag, were designed for each gene. Both the reporter tag and capture tag (referred together to as CodeSet) was hybridized with 100 ng of total RNA at 67° in a preheated thermocycler for 16 h. Subsequently, the hybridized samples were transferred into an nCounter *SPRINT* Cartridge and loaded into a nCounter *SPRINT* Profiler to quantify the transcripts. The nCounter raw expression data file (.RCC) obtained was uploaded into the nSolver Analysis Software 4.0 for review of quality control metrics. The data were normalized by subtracting the geometric mean of the negative control of each sample from the raw counts. The data were grouped between the experiments and control, and their expression ratio was determined. The Log_2_ fold change obtained with nSolver was compared to the values obtained with RNA-seq analysis.

### Data availability

Figure S1 are graphs showing the inhibitory effect of fluconazole, arachidonic acid and the combination of fluconazole and arachidonic acid. Figure S2 is a principle component analyses of the data and Figure S3 is a volcano plot showing the statistical significance *vs.* the magnitude of change between the control sample and the different test conditions. Table S1-S9 comprises the PANTHER classification gene ontology terms for the different test conditions. Table S10 shows a comparison between the transcripts obtained using RNA-Seq and NanoString. All raw sequences and analyzed data for this investigation have been deposited in the NCBI’s GEO database under the accession number GSE137423. Supplemental material available at figshare: https://doi.org/10.25387/g3.12473012.

## Results and Discussion

### Different conditions produced unique transcriptome profiles

RNA sequencing has become an important technique to understand genomic functions (Hrdlickova *et al.*, 2017). The most common application of RNA-seq is for the identification of differentially regulated genes under two or more conditions (McDermaid *et al.*, 2018). In this study, RNA-seq was applied to identify differentially regulated genes in *C*. *albicans* biofilms grown in fluconazole, AA, or the combination of the two, compared to the drug vehicles as controls after early biofilm formation (6 h). The use of 1 mM AA was based on our observation that AA concentrations below 1 mM were non-inhibitory to *C. albicans* biofilms (Figure S1a) as well as the report by Ells and co-workers (2009), which reported an increase in susceptibility of *C*. *albicans* biofilms to 1.25 mg.L^-1^ clotrimazole increased by approximately 160% in the presence of 1 mM AA, in comparison with biofilms without AA. We made a similar observation with fluconazole in combination with 1 mM AA after measurement of biofilm metabolic activity using XTT assay (Figure S1b). The most significant (*P* ≤ 0.05) increase in susceptibility was observed when 1 mM AA was combined with 1 mg.L^-1^ of fluconazole assay (Figure S1c). Mishra and co-workers (2014) demonstrated that a combination of 500 mM AA and half the fluconazole MIC did not cause a significant increase in fluconazole susceptibility, indicating that the presence of high AA concentration is vital to the observed increase in fluconazole susceptibility. Although the AA concentration used is much higher than the physiological concentration, which is between 0.1-50 µM in human plasma (Pompeia *et al.*, 2003; Tallima and Ridi 2018), the aim of this study was to investigate the antifungal mechanism of AA, thus the higher, inhibitory concentration was used.

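RNA was sequenced from *C. albicans* SC5314 biofilms grown for 6 h with the solvents DMSO and EtOH as control (DE), with 1 mM AA (DA), with 1 mg.L-1 of fluconazole (FE) or with both (FA). RNA depleted of rRNA gave 3 libraries per condition, 12 in all, which the paper describes as biological replicates. The authors aligned the reads with TopHat2 to assembly 21 of SC5314 and counted them per gene. They deposited a table for each treatment, with the counts of its 3 libraries and of the 3 DE libraries divided by size factors. Every deposited value was a whole multiple of 1 step per library (100% of values within 0.01 of a whole read), so the read totals were recovered. They were 54139827 to 68359468 reads per library in DE (median 54931312), 46465766 to 66948259 in DA (median 61319593), 46054571 to 51254972 in FA (median 49159535) and 49994369 to 55532356 in FE (median 55435702). Together they came to 659.596 M reads (M for mega), and the values given here use these recovered totals, while the paper states 325 M raw reads of paired-end sequencing, without saying whether a pair counts as 1 or 2. The recovered sum exceeds even 2 × 325 M, so some reads may have been counted more than once. Reads from rRNA still took 35.6 ± 31.9% (SD, n = 3) of a library in DE, 20.0 ± 15.1% in DA, 0.294 ± 0.0800% in FA and 15.5 ± 4.78% in FE. Counts of changed genes come from limma on log2(normalized reads + 1), 3 libraries against 3 within one table, for genes with a mean of at least 10 normalized reads and at a Benjamini-Hochberg adjusted p of at most 0.05. The tables per library name protein-coding genes by orf19 identifiers that the sources used here do not pair with symbols. Named genes therefore rest on the authors' second set of tables, in which Cuffdiff gives 1 pooled FPKM per condition and locus, without replicates. Their log2 ratios to DE were computed here from FPKM + 1, which understates the change of genes with a low FPKM. A named gene is said to rise or fall where the authors' deposited table gives it a q-value of at most 0.05, and differences between treatments were not tested for named genes. Of the loci in both sets that such a q-value called and that carry a single orf19 identifier, 354 of 363 in DA, 474 of 478 in FA and 302 of 302 in FE had the same direction in the fit per library, and 48.5%, 70.1% and 73.5% passed limma as well. For lists of genes fixed before the data were examined, the median log2 ratio was ranked among 10000 random lists of loci of like FPKM. Lists hold genes that the paper had picked as changed in these same libraries, so their percentiles are not independent evidence for its findings. Random lists were drawn locus by locus, while genes of one process can move together, and pooled values hold no spread between replicates. A percentile, also one above or below all random lists, is therefore a rank and not a p-value. Percentiles were not adjusted for the number of lists.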

The independent Illumina sequencing runs of *C*. *albicans* biofilms biological replicates produced a total of 325 million raw reads, with 92.4% having a Phred score % ≥ Q30. 

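The 3 FA libraries lay closest together, the DA and FE libraries farther apart, and the DE libraries farthest. Over 6217 genes, the root mean square difference in log2(normalized reads + 1) between 2 libraries of a condition averaged 0.24 in FA, 0.432 in DA, 0.480 in FE and 0.665 in DE. On the first principal component, with 40.7% of the variance, the FA libraries took values from 28.7 to 31.8 and the DE libraries from -68.3 to -26.9.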

Principal component analysis between the different replicates obtained showed a close correlation between the number of reads obtained for each run, as shown by the close clustering of the spots, which represents individual runs (Figure S2). 

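Libraries of different conditions lay further apart on average than libraries of the same condition, tested over the 4 conditions together. Those of different conditions differed by a root mean square log2 difference of 0.881 and those of the same condition by 0.454, a ratio of 1.94 (exact permutation test over 15400 partitions of the 12 libraries, one-sided p = 6.49e-05, the smallest these partitions can give). From DE, the mean difference was 0.880 for DA, 0.993 for FE and 1.03 for FA, while DE replicates 1 and 3 differed by 0.890. DA and FA, which share AA, were the closest pair of conditions at 0.659, FA and FE, which share fluconazole, differed by 0.766, and DA and FE by 0.956. The second principal component held 32.3% of the variance and set the DA libraries (25.3 to 35.0) apart from the FE libraries (-47.1 to -26.0).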

The variation between the different test conditions (FA, DA, and FE) and the control (DE) was minimal, as represented by the distance between the spots. 

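Across genes, the Spearman correlation between 2 libraries of the same condition was 0.994 to 0.998 in FA, 0.986 to 0.991 in DA, 0.959 to 0.993 in FE and 0.926 to 0.993 in DE, where genes are not independent replicates. Between a DE library and an FA library it was 0.843 to 0.928.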

The high reproducibility among the data sets was demonstrated with a heat map that showed close clustering between identical replicates, which can be seen with the corresponding color intensity. The relatively higher variability among the replicates of DE, may be due to higher morphological diversity in these biofilms (*i.e.*, yeast, hyphae) compared to biofilms grown in the presence of AA (Clément *et al.*, 2007) or fluconazole (Ha & White 1999). 

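The spread within DE came mainly from replicate 1. DE replicates 2 and 3 differed by a root mean square of 0.364, while replicate 1 lay 0.816 from them on average. With replicate 1 left out, the mean difference from DE was 0.734 for DA, 0.907 for FA and 0.903 for FE. The 3 DE libraries also differed in reads from rRNA, which took 62.2% of replicate 1, 44.4% of replicate 2 and 0.281% of replicate 3. Named genes have no values per library here, so the hyphal and yeast-form genes could not be compared between the DE replicates.

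**Figure D1:**
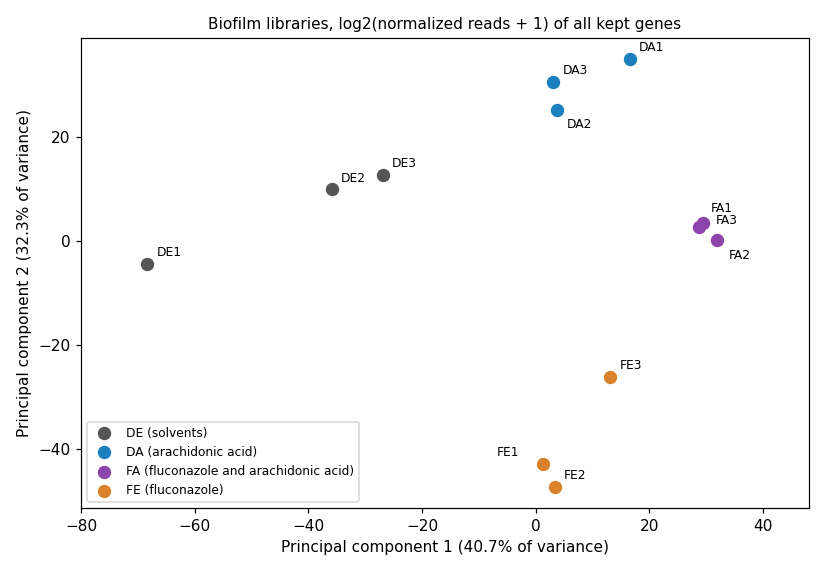
Positions of the 12 libraries on the first 2 principal components of log2(normalized reads + 1), with the share of variance on each axis; each point is a library, coloured by condition. The FA libraries lie within 28.7 to 31.8 on the first component, and DE replicate 1 lies at -68.3, away from replicates 2 and 3 at -35.9 and -26.9.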

Volcano plots to show the number of statistically significant differentially regulated genes are shown in Figure S3. As shown, there were more differentially regulated genes in FA and FE than in DA.

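With AA alone, 507 genes rose and 560 fell of 6174 tested; with fluconazole alone, 757 rose and 640 fell of 6183; with both, 1063 rose and 1118 fell of 6201 (limma, adjusted p at most 0.05). Over all tested genes, the 3 treated libraries lay beyond the 3 DE libraries in 53.8% in DA, 59.9% in FA and 45.4% in FE, where chance alone gives 10%; genes are not independent replicates. The largest rises in DA among named genes with a pooled FPKM of at least 10 were those of *CSA2*, which encodes a secreted heme-binding protein, from an FPKM of 1.04 to 178 (log2 ratio 6.46), *TPO4*, which encodes a polyamine transporter (10.5 to 471, 5.35), and *RTA3*, a gene of lipid translocation and azole response (5.72 to 209, 4.97); each had q = 0.000579 in the authors' deposited table. The largest falls were those of *CFL11*, a ferric reductase-like gene (32.4 to 1.33, -3.84, q = 0.000579), and the glucose transporter-like gene *HGT9* (48.2 to 3.83, -3.35, q = 0.0103 in the authors' deposited table). With libraries scaled to their upper quartile, 386 genes rose and 668 fell in DA, so that rises made up 36.6% of the changed genes against 47.5% with the deposited size factors. The number of genes in DA depended on the libraries and the fit: it was 2022 without DE replicate 1, 231 without DE replicate 2, 1616 without DE replicate 3, 175, 293 and 301 without DA replicates 1, 2 and 3, and 184 with a replicate block. With all 12 libraries in one fit, 2397 genes changed in DA and 2367 in FE, and the FE number was 718, 752 and 568 without DE replicate 2, FE replicate 1 and FE replicate 2.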

The data obtained after RNA-Seq were initially analyzed with Cuffdiff to identify differentially expressed genes from different conditions. The biofilms which were grown in the presence of DE served as the control and was compared with the other three experimental conditions of DA, FA, and FE to identify differentially expressed genes. The open reading frames were identified with pipelines by aligning the reads to the *C*. *albicans* genome haploid assembly 21 from the *Candida* genome database (CGD) (Skrzypek *et al.*, 2017). Generally, Cuffdiff converts aligned read counts to FPKM (Fragments Per Kilobase of exon per Million fragments mapped), then calculates the observed change in expression and the statistical significance. However, the program assumes that the number of reads produced by each transcript is proportional to its abundance (Trapnell *et al.*, 2012). 

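Neighbouring genes shared a value in part of the deposited FPKM tables. Of 5990 loci, 818 (13.7%) carried more than 1 gene name, and up to 10 names shared a locus. *HGT6* and *HGT7*, which encode glucose transporters, shared a locus, and the mitochondrial chaperone gene *SSC1* shared one with *MCM3* of DNA replication and *NOC4* of ribosome assembly. *ADE12* of AMP synthesis shared its value with *IDH1* of the TCA cycle and with *DOA1*, *ROB1* with *CYB2*, *ATP2* with *STE24*, *LSC1* with *ESP1*, and *NDT80* with *LEU5*. In all, 11 of the 48 genes that the paper names lay in such a locus; the others are *ADH1*, *ATP5*, *CDC10*, *CSH1*, *DBP7* and *YOR1*. A ratio given here for one of these genes is that of its whole locus.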

An observation made using Cuffdiff was genes that are close to a particular locus were assigned the same fold change value. Therefore, to resolve this challenge, the data were analyzed with DESeq2, which uses the count matrix (Love *et al.*, 2014).

According to the analysis, the number of significantly regulated (*P* ≤ 0.05) genes in each of the tested conditions differed between Cuffdiff and DESeq2, with DESeq2 identifying more differentially regulated genes than Cuffdiff. 

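Counts by both tools can be read from the authors' deposited tables, and they differ somewhat from those that the paper prints. At an adjusted p of at most 0.05, the authors' deposited table of DESeq2 called 2198 genes in DA, 2913 in FA and 1993 in FE. The paper gives 2124, 2853 and 1954. At a q-value of at most 0.05, the authors' deposited table of Cuffdiff called 1144, 1665 and 1020 gene names, where the paper gives 1200, 1790 and 1089. DESeq2 run here on the recovered reads called 2202 genes in DA, 2913 in FA and 1994 in FE, and edgeR's quasi-likelihood test on the same reads called 1075, 2259 and 1429.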

Studies to compare the different software packages for differential expression analysis have also reported the presence of more genes using DESeq2 (Nookaew *et al.*, 2012; Seyednasrollah *et al.*, 2015). An evaluation of the performance of different software packages for differential expression analysis conducted by Zhang and co-workers (2014) showed that the performance of DESeq and Cuffdiff2 was similar in the analysis of sequencing dept ≥ 20 million reads. The investigation suggested that if the number of false positives is a concern, differentially regulated genes shared between the two programs should preferably be used for further analysis. Therefore, in this study, only the significantly differentially regulated genes (*P* ≤ 0.05), which intersect between Cuffdiff and DESeq2, were considered for further investigation. In the different conditions tested, the number of genes intersecting between the two programs are indicated in Table 1. 

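Of the genes that passed limma, 270 rose and 268 fell at least 2-fold in DA, 541 rose and 443 fell in FA, and 481 rose and 319 fell in FE. Among named genes, the largest rises in FE were those of *PHR2*, a cell wall glucan remodelling gene (FPKM 4.79 to 333, log2 ratio 5.85), *INO1*, which encodes inositol-1-phosphate synthase (5.97 to 353, 5.67), and *WH11* (34.2 to 1680, 5.58), each with q = 0.000601 in the authors' deposited table. In FA they were those of *CSA2* (7.06), *DAG7* (5.16 to 393, 6.00) and *RTA3* (5.31), each with q = 0.000361 in the authors' deposited table. The largest falls in FA were those of *HGT9* (-4.25, q = 0.0122), *CFL11* (-4.21) and *ATO1*, a putative acetate or ammonium transporter gene (238 to 14.3, -3.96, q = 0.000361 in the authors' deposited table). The number past this fold in DA was 225 without DE replicate 2, was 945 without DE replicate 3 was 162, 263 and 276 without DA replicates 1, 2 and 3 and was 182 with a replicate block, against 538 with all libraries; in FE it was 490 without FE replicate 2, against 800.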

Genes with a Log_2_ fold change of more than one (Log_2_ ≥ 1) were identified from the gene list in each of the experimental conditions and for further analysis.

**Table 1:** The number of significant differentially expressed genes identified from different conditions. DA (DMSO and Arachidonic acid), FA (Fluconazole and Arachidonic acid), and FE (Fluconazole and EtOH)

Conditions	Significant regulation		Genes common to Cuffdiff and DESeq2	Genes with fold change (Log_2_ ≥ 1)	
	Cuffdiff	DESeq2		Downregulated	Upregulated
DA	1200	2124	783	183	244
FA	1790	2853	1253	343	407
FE	1089	1954	803	229	312
Total	4079	6931			

The distribution of the differentially regulated genes between the different test conditions was investigated (Figure 1). Most genes present are unique to a treatment condition, suggesting that the different treatment conditions may have induced unique processes or proteins.

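Of 687 genes that fell at least 2-fold in some treatment, 408 (59.4%) did so in 1 treatment, and of 780 that rose, 417 (53.5%). By direction, 101 fell in DA alone, 166 in FA alone and 141 in FE alone, and 62, 159 and 196 rose. A fall was shared by DA and FA in 101 genes, by FA and FE in 112, by DA and FE in 2 and by all 3 in 64; a rise was shared in 90, 158, 1 and 114 genes. With a replicate block, only 20 fell and 12 rose in DA alone, and 37 and 35 were shared by DA and FA. Of the genes called in 1 treatment alone, the change differed from that in both other treatments by limma in 48 of 101 falls and 16 of 62 rises in DA, 44 of 166 and 42 of 159 in FA, and 114 of 141 and 122 of 196 in FE. *TPO4* and the putative acyltransferase gene *EHT1* (3.61 in DA, 3.56 in FA and 0.50 with q = 0.128 in FE) rose in both conditions with AA, by the authors' deposited table. Across 6152 genes, the log2 fold changes correlated with r = 0.788 between DA and FA, 0.713 between FA and FE and 0.431 between DA and FE; genes are not independent replicates. The 3 comparisons share the DE libraries, so part of the sharing can come from DE. Simulated groups without treatment gave r = 0.164, 0.164 and 0.158. They were drawn around the mean of the same DE libraries, which leaves out the error of that mean. The simulated values therefore cannot show how much of the correlation comes from DE.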

**Figure 1:**
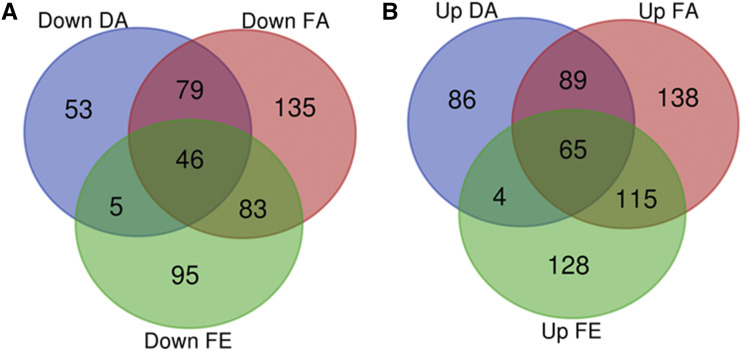
Relationship between differentially regulated genes with a fold change greater than one (Log_2_ ≥ 1) in all tested conditions. (A) Downregulated genes (B) Upregulated genes. DA (DMSO and Arachidonic acid), FA (Fluconazole and Arachidonic acid) and FE (Fluconazole and EtOH).

### Enrichment analysis of differentially regulated genes

Biological process enrichment analysis was conducted to assign gene ontology (GO) terms to the genes obtained from different conditions, using Protein ANalysis THrough Evolutionary Relationships (PANTHER) Gene Ontology (GO) (Ashburner *et al.*, 2000; Mi *et al.*, 2017; The Gene Ontology Consortium 2019). Different clusters shown on the Venn diagram for both upregulated and downregulated genes were individually analyzed. The downregulated and upregulated genes shared by all the tested conditions were not enriched for specific GO terms, possibly because most of the genes present in this section are yet to be characterized. However, a search of the possible role of the downregulated genes indicates that they are associated with filamentous growth, cell wall, and membrane transport processes, with the upregulated genes linked to roles in transcriptional regulation, secretory functions, and transport. 

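Genes that fell with all 3 treatments included *RBT1*, which encodes a cell wall protein of hyphae (-1.42 in DA, -1.53 in FA and -1.16 in FE), *DEF1*, a regulator of filamentous growth (-1.83, -2.91 and -1.46), *SNG3* (-1.58, -2.96 and -1.75) and *ATO1* (-2.45 in DA and -3.21 in FE), all past q in the authors' deposited table. Genes that rose with all 3 included the transcription factor gene *STP4* (2.69 in DA, 3.55 in FA and 3.71 in FE), *RTA2* (2.83, 3.61 and 4.27), the phosphate transporter gene *PHO87* (2.51, 3.58 and 3.75), the adhesin-like gene *SIM1* (2.94, 3.69 and 2.65) and the mannosyltransferase gene *BMT4* (2.42, 3.22 and 3.70), again by q in the authors' deposited table. These values are log2 ratios of pooled FPKM + 1; apart from *RBT1*, which was picked after its values were seen, each gene is among the 10 largest rises or falls of at least 1 treatment.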

Figure 2 is a summary of processes with enriched GO terms for the different test conditions.

**Figure 2:**
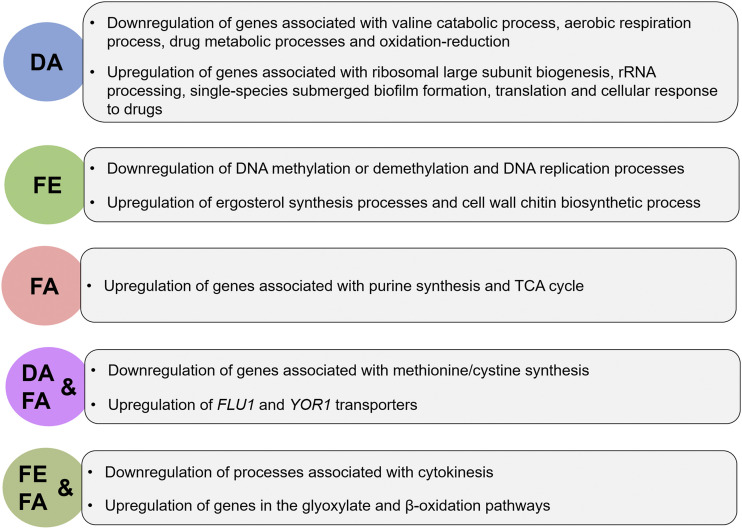
A summary of ontology term processes under each test condition. DA (DMSO and Arachidonic acid), FA (Fluconazole and Arachidonic acid), and FE (Fluconazole and EtOH).

### Processes enriched by growth with arachidonic acid

The unique downregulated genes associated with biofilms grown in the presence of AA (DA) were enriched for four GO terms, namely, valine catabolic process, aerobic respiration process, drug metabolic processes, and oxidation-reduction (Table S1). In the valine catabolic process ontology, *HPD1* (which encodes hydroxypropionate dehydrogenase) and *ALD6* (which encodes malonate aldehyde dehydrogenase) were identified. 

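*HPD1* fell in DA from an FPKM of 1.06 to 0.299 and *ALD6* from 2.95 to 0.972, log2 ratios of -0.66 (q = 0.0112) and -1.0 (q = 0.000579 in the authors' deposited table). In FA and FE neither passed: *HPD1* had log2 ratios of 0.10 (q = 0.814) and 0.53 (q = 0.101), and *ALD6* -0.03 (q = 0.953) and 0.17 (q = 0.813 in the authors' deposited table). Of 9 genes of valine and propionyl-CoA breakdown, 4 fell in DA and 2 rose by q in the authors' deposited table (4 and 5 adjusted over the list alone). The falls included *PDK2* (-1.08) and *EHD3* (-0.92), and the rises were those of *FOX2* and *POX1-3* of β-oxidation. The list's median was 0.49 in DA, percentile 97.2 among random lists. 5 members rose and 1 fell in FA, and 2 rose and 0 fell in FE, by the authors' deposited table (5 and 1, and 2 and 0, adjusted over the list alone). Both *HPD1* and *ALD6* had a low FPKM, and with 0.1 in place of 1 added to it their log2 ratios in DA were -1.54 and -1.51.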

In *C*. *albicans*, these genes are involved in the degradation of propionyl-CoA via a modified *β*-oxidation pathway to produce acetyl-CoA (Otzen *et al.*, 2014). Propionyl-CoA is a toxic intermediate produced by yeast cells from the breakdown of cholesterol, valine, odd-chain fatty acids, methionine, isoleucine, and threonine (Brock and Buckel 2004; Zhang *et al.*, 2004). Although *C*. *albicans* can use propionyl-CoA as a sole carbon source, glucose is still the preferred carbon source for *C*. *albicans* (Otzen *et al.*, 2014). Therefore, the downregulation of propionyl-CoA degrading genes in biofilms grown in the presence of AA could imply either the sufficient availability of glucose or the absence of propionyl-CoA.

Aerobic respiration GO term was associated with *NDH51* (NADH dehydrogenase complex I (CI)) and *ACO1* (aconitase) genes. 

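*NDH51* fell in DA from an FPKM of 99.5 to 47.1 (log2 ratio -1.06) and *ACO1* from 49.6 to 17.5 (-1.45), both with q = 0.000579 in the authors' deposited table. *NDH51* also fell in FA (-0.50, q = 0.0219 in the authors' deposited table), while *ACO1* had log2 ratios of 0.18 in FA (q = 0.532) and 0.32 in FE (q = 0.346 in the authors' deposited table). Of 22 genes of the respiratory chain, 6 fell in DA and 2 rose by q in the authors' deposited table (6 and 2 adjusted over the list alone). The falls included the complex III subunit genes *QCR7* (-1.31) and *QCR9* (-1.54), cytochrome c, encoded by *CYC1* (-0.94), and the complex I subunit gene *ALI1* (-0.96). The alternative NADH dehydrogenase genes *YMX6* (1.58) and *NDE1* (0.48) rose. The list's median was -0.23, percentile 1.12 among random lists. In FA, 4 members rose and 5 fell, and in FE 1 rose and 3 fell, by the authors' deposited table and with the same numbers when adjusted over the list alone.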

NADH dehydrogenase complex I is a primary component of the *C. albicans* mitochondrial electron transport chain (Nosek and Fukuhara 1994). Aconitase, an iron-sulfur containing protein, catalyzes the conversion of citrate to isocitrate in the tricarboxylic acid cycle (Gangloff *et al.*, 1990). The downregulation of these genes could be due to glucose availability because *ACO1* is regulated by catabolite repression in the presence of glucose and glutamate (Gangloff *et al.*, 1990; Flores *et al.*, 2000). Glucose availability also influences *NDH51* expression (McDonough *et al.*, 2002; Vellucci *et al.*, 2007).

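*CAT1* fell in DA from an FPKM of 21.0 to 5.34, a log2 ratio of -1.79 (q = 0.000579 in the authors' deposited table). It also fell in FA (-0.72, q = 0.00129) but not in FE (0.12, q = 0.890 in the authors' deposited table). *CCP1*, which encodes cytochrome c peroxidase, fell with it in DA (56.7 to 8.91, -2.54). Of 28 genes listed for the oxidative stress response, which do not include *CCP1*, 3 rose in DA and 1 fell, by q in the authors' deposited table and with the same numbers when adjusted over the list alone. The rises were those of *EBP1* (2.33), *OYE22* (1.32) and the peroxiredoxin gene *TSA1* (0.78). The median over the list was 0.16, percentile 70.6 among random lists.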

The *CAT1* gene, which encodes the catalase enzyme (Wysong *et al.*, 1998), was assigned to the drug metabolic process GO term. Glucose availability has been reported to repress the expression of catalase in *C*. *albicans*, even when treated with hydrogen peroxide (Nakagawa *et al.*, 1999). The downregulation of the genes associated with these processes suggests that the presence of AA may be interfering with glucose uptake and metabolism.

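Some genes of glycolysis rose in DA, and glucose transporter genes moved both ways. Of 19 genes of glycolysis and fermentation, 9 rose in DA and 0 fell by q in the authors' deposited table (9 and 0 adjusted over the list alone), among them *PGK1* (log2 ratio 1.16), *ENO1* (0.98), *PFK2* (0.70) and *PFK1* (0.63). The list's median was 0.57, percentile 97.2 among random lists and inside their middle 95% (-0.19 to 0.58). Of 17 loci of glucose transport and its regulation, 2 rose and 2 fell by q in the authors' deposited table (2 and 3 adjusted over the list alone), with a median of -0.20 at percentile 5.54. The shared locus of *HGT6* and *HGT7* (0.89) and that of *HGT18* (1.12) rose, and *HGT3* (-1.27) and *HGT2* (-0.65) fell, as did *HGT9*, which is outside the list and has a log2 ratio below that of every list member. In FE, *PFK1* (-0.59), *PFK2* (-0.53), *HGT1* (-1.15) and the locus of *HGT6* and *HGT7* (-0.86) fell. There, 1 glycolysis gene rose and 4 fell, and 0 glucose transport genes rose and 3 fell, by the authors' deposited table (1, 4, 1 and 3 adjusted over the list alone).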

The enriched upregulated genes, which were unique to biofilms grown in the presence of AA, were associated with four GO terms, namely, ribosomal large subunit biogenesis, rRNA processing, single-species submerged biofilm formation, translation and cellular response to drugs (Table S2). The process of ribosomal biogenesis entails highly coordinated procedures with intense energy demands for the synthesis, processing, transport and ribosome assembly (Thomson *et al.*, 2013). DEAD-box proteins *DRS1*, *DBP3*, and *DBP7* are involved in RNA metabolism processes, which include the unwinding of double-stranded RNA molecules (Linder 2006). However, *DRS1*, *DBP3*, and *DBP7* are involved in the maturation of ribosomal RNA (Issi *et al.*, 2017). 

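All 3 of these genes rose in DA: *DRS1* from an FPKM of 29.5 to 66.5 (log2 ratio 1.15), *DBP3* from 39.2 to 107 (1.42), both with q = 0.000579, and the locus of *DBP7* from 31.8 to 66.2 (1.03, q = 0.0444 in the authors' deposited table). *DRS1* (0.70) and *DBP3* (0.91) also rose in FA, both with q = 0.000361 in the authors' deposited table. In FE their log2 ratios were 0.06 (q = 0.965) and 0.08 (q = 0.959 in the authors' deposited table).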

*Candida albicans* ribosome biogenesis processes are downregulated due to the high energy required when the cell undergoes stress due to reactive oxygen species (ROS) and nutrient depletion (Loar *et al.*, 2004; Kos-Braun and Koš 2017). However, the upregulation of genes associated with ribosomal biogenesis indicates the presence of acceptable energy levels in the cells when grown in the presence of DA. Also, hyphae inducers such as serum and *N*-acetyl-D-glucosamine causes a reduction in ribosomal RNA (Fleischmann and Rocha 2015) and the fact that AA inhibits yeast to hyphae transition in *C. albicans* (Clément *et al.*, 2007; Shareck and Belhumeur 2011), may explain the opposite effect observed here.

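Many ribosome genes rose in DA. Of 69 loci of ribosome biogenesis, 36 rose and 0 fell by q in the authors' deposited table (42 and 0 adjusted over the list alone), among them *ENP1* (log2 ratio 1.20), *ERB1* (1.14), *RCL1* (1.13) and *PWP2* (1.02). The median was 0.86, above all random lists (percentile 100). In FA, 19 of these loci rose (19 adjusted over the list alone) with a median of 0.43, and in FE 1 rose (1 adjusted over the list alone) with a median of -0.12, by the authors' deposited table. Of 68 loci of cytosolic ribosomal proteins, 29 rose in DA and 0 fell (32 and 0 adjusted over the list alone), 26 rose in FA and 1 fell (29 and 1 adjusted over the list alone), and 0 rose in FE and 19 fell (1 and 24 adjusted over the list alone), by the authors' deposited table. Their medians were 0.90 in DA and 0.81 in FA, both above all random lists, and -0.63 in FE, below all of them.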

Genes that play essential roles in biofilm formation in *C. albicans* such as *CSH1*, *GCA1*, *NDT80*, *ADH1*, *TEC1*, and *TYE7* were assigned to the single-species submerged biofilm formation GO term, which was enriched in the presence of AA. 

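All 6 genes rose in DA by q in the authors' deposited table. *TEC1* rose from an FPKM of 70.8 to 213 (log2 ratio 1.58), *GCA1* from 12 to 39.8 (1.65), *TYE7* from 143 to 293 (1.03), and the loci of *ADH1*, *NDT80* and *CSH1* by 1.47, 1.17 and 1.04. *CSH1* (0.65 and 0.75) and *ADH1* (0.99 and 0.84) rose in FA and FE too, by the authors' deposited table. *TEC1* had log2 ratios of 0.09 in FA (q = 0.805) and -0.19 in FE (q = 0.713), and *GCA1* fell in FE (-0.89, q = 0.00210 in the authors' deposited table). The study chose these 6 genes on these samples, so their direction is not independent evidence; their median was 1.32 in DA, 0.53 in FA and 0.29 in FE. A second, lower locus of *GCA1* had an FPKM of 4.95 in DE and 0.444 in DA (q = 0.165 in the authors' deposited table).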

The *CSH1* gene product (Csh1), is a vital virulence factor in *C. albicans*, which affects cell surface hydrophobicity (Antley and Hazen 1988). It is also involved in the irreversible adhesion of cells during the early biofilm formation (Chandra *et al.*, 2001; Bujdáková *et al.*, 2013). Gca1 is a plasma membrane-associated glucoamylase enzyme with a role in the formation of *C. albicans* biofilm matrix (Nobile *et al.*, 2009) and has been reported to assist with starch degradation and energy generation (Maicas *et al.*, 2016). Alcohol dehydrogenase encoding *ADH1* catalyzes the reversible conversion of aldehyde to ethanol (Bertram *et al.*, 1996), and is downregulated in *C. albicans* biofilms (Mukherjee *et al.*, 2006). Transcriptional regulators *NDT80*, *TEC1* and *TYE7* were also associated with this ontology, while *NDT80* and *TEC1* are among the six *C. albicans* biofilm master circuit transcriptional regulators (Nobile *et al.*, 2012), *TYE7* is involved in the activation of the glycolytic pathway (Askew *et al.*, 2009). Transcriptional factors *NDT80* and *TEC1* are required for hyphal growth, although *NDT80* is not always required in all growth conditions, such as during the use of glycerol as a carbon source (Daniels *et al.*, 2015; Min *et al.*, 2018). The upregulation of genes associated with the biofilm formation ontology may be a possible attempt by the yeast to compensate for decreased biofilm formation after treatment with DA (Figure S1a).

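The 6 master regulators of biofilm formation did not move together in DA. *TEC1* and *NDT80* rose, while *BCR1* (log2 ratio -0.70, q = 0.0232), *EFG1* (-0.64, q = 0.00156) and the locus of *ROB1* (-0.72, q = 0.00109) fell, and *BRG1* had a log2 ratio of -0.25 (q = 0.406 in the authors' deposited table). The numbers were the same when adjusted over the list alone. Along with *ROB1*, *BCR1* (-0.86), *BRG1* (-0.85) and *EFG1* (-1.27) fell in FA, and *BRG1* (-0.66) and *EFG1* (-0.90) in FE, by the authors' deposited table. The median over the 6 was -0.44 in DA, -0.86 in FA and -0.43 in FE.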

### Processes enriched by growth with fluconazole

Gene ontologies enriched in downregulated genes that are unique to biofilms grown in the presence of fluconazole (FE) include DNA methylation or demethylation, negative regulation of helicase activity, DNA replication checkpoint, DNA strand elongation involved in DNA replication and DNA-dependent DNA replication maintenance of fidelity (Table S3). 

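Some genes of DNA replication fell in FE. Of 31 loci listed, 9 fell and 0 rose by q in the authors' deposited table, and as many when adjusted over the list alone. Among them were *PRI2*, which encodes a primase subunit (FPKM 24.9 to 5.17, log2 ratio -2.07), *RNR1* of ribonucleotide reductase (86.2 to 23, -1.86), *POL30*, which encodes the sliding clamp (-1.80), *DPB2* (-1.55) and the helicase subunit genes *CDC46* (-1.58), *CDC47* (-1.35) and *MCM2* (-1.27). The list's median was -0.37 in FE, percentile 0.0400 among random lists. In DA, 3 loci rose and 1 fell, and in FA 4 rose and 1 fell, by the authors' deposited table and with the same numbers when adjusted over the list alone; the medians were 0.13 and 0.06. *RNR1* rose there (0.90 in DA and 0.96 in FA), and *PRI2* fell (-0.65 and -0.68), by q in the authors' deposited table.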

DNA methylation and demethylation processes are epigenetic modification, which represses transcription and transposon control (Finnegan *et al.*, 2000; Martienssen and Colot 2001). In *C*. *albicans*, this process is associated with the repression of genes involved with phenotypic switching, structural genes and gene regulation. Additionally, the presence of environmental stressors can also induce *C*. *albicans* DNA methylation (Mishra *et al.*, 2011). The presence of fluconazole has been associated with stresses that have been explicitly identified as the primary cause for the formation of trimera, leading to aneuploidy in *C*. *albicans* (Harrison *et al.*, 2014). The histone H3 isoform encoding gene, *HHT21*, was associated with the DNA methylation or demethylation ontology. 

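*HHT21* fell in FE from an FPKM of 369 to 53.4 (log2 ratio -2.77, q = 0.000601) and less steeply in FA (-0.67, q = 0.000686), and had a log2 ratio of -0.04 in DA (q = 0.959 in the authors' deposited table). The H3 gene *HHT2* (217 to 21.1, -3.30) and the H4 gene *HHF22* (569 to 77.2, -2.86) fell in FE with it, both with q = 0.000601 in the authors' deposited table. Of 10 histone loci, 4 fell in FE and 0 rose by q in the authors' deposited table (5 and 0 adjusted over the list alone). Their median was -1.32, below all random lists, against -0.48 in FA and 0.29 in DA. *NRM1*, a repressor of transcription outside the G1/S transition, also fell in FE (-2.68, q = 0.000601 in the authors' deposited table).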

According to an investigation by Zacchi and co-workers (2010), transcription and chromosome segregations are affected by a change in the number of *C*. *albicans* histones, and this results in growth defects and aneuploid formation.

Upregulated genes unique to biofilms grown in the presence of FE were enriched for GO terms, ergosterol biosynthetic process, farnesyl diphosphate metabolic process, and cell wall chitin biosynthetic process (Table S4). Ergosterol is essential in yeast because it assists with the maintenance of membrane fluidity, permeability, and integrity (Lv *et al.*, 2016). Fluconazole inhibits ergosterol synthesis by binding to lanosterol demethylase enzyme, encoded by *ERG11* (Bondaryk *et al.*, 2013). The upregulation of ergosterol synthesis genes is one of the known resistance mechanism of *C. albicans* biofilms against fluconazole treatment (Sanglard *et al.*, 2003; Tsui *et al.*, 2016). Several genes associated with ergosterol synthesis, including *ERG3*, *ERG1*, *ERG11*, *ERG9*, and *CYB5*, were linked with this ontology term. 

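In FE, *ERG1* rose from an FPKM of 117 to 397 (log2 ratio 1.75), *ERG11*, which encodes the target of fluconazole, from 312 to 761 (1.28), *CYB5* by 1.41, *ERG9* by 1.12 and *ERG3* by 1.03, each with q = 0.000601 in the authors' deposited table. *ERG13* (1.04), the reductase gene *NCP1* (1.21) and the locus of *ERG6* (2.91) rose with them. Of 25 genes of ergosterol synthesis, 10 rose in FE and 0 fell by q in the authors' deposited table (11 and 0 adjusted over the list alone), with a median of 0.70, above all random lists. With AA beside fluconazole, 10 rose and 1 fell by q in the authors' deposited table (12 and 1 adjusted over the list alone; median 0.59, percentile 99.5). There *ERG3* (0.98), *NCP1* (1.01), *ERG2* (1.16), *ERG24* (1.34) and the locus of *ERG6* (2.42) rose, while *ERG11* (0.39, q = 0.0524), *ERG9* (0.38, q = 0.105), *ERG1* (0.14, q = 0.656) and *CYB5* (-0.07, q = 0.892) did not pass q in the authors' deposited table. With AA alone, *ERG11* (298 to 135, -1.13) and *ERG1* (-0.72) fell and the locus of *HMG1* rose (1.22), so that 1 rose and 2 fell by q in the authors' deposited table, and as many when adjusted over the list alone; the median was -0.24, percentile 0.390.

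**Figure D2:**
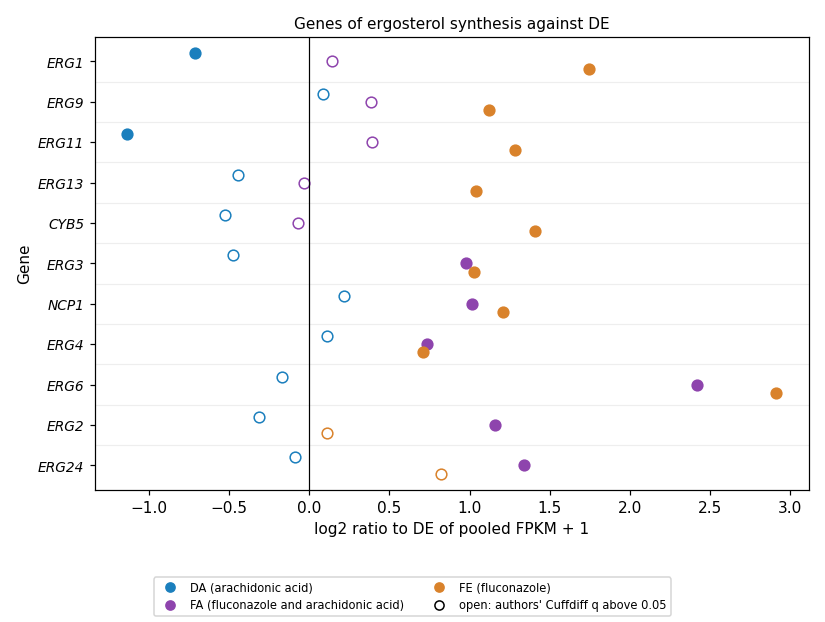
Log2 ratio to DE of pooled FPKM + 1 (horizontal axis) for 11 genes of ergosterol synthesis (vertical axis) in DA, FA and FE; filled points passed a q-value of 0.05 in the authors' deposited table and open points did not. *ERG11* lies at -1.13 in DA, 0.39 in FA and 1.28 in FE.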

The upregulation of processes associated with ergosterol synthesis in the presence of fluconazole indicates a resistance response to compensate for the presence of the antifungal (Bondaryk *et al.*, 2013).

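Some genes of chitin synthesis and of chitin breakdown changed in FE. *GFA1*, which encodes the enzyme at the entry to chitin precursor synthesis, rose from an FPKM of 340 to 1297 (log2 ratio 1.93), and the chitin synthase gene *CHS2* from 60.7 to 205 (1.74), both with q = 0.000601 in the authors' deposited table. *CHS5*, which is needed to bring chitin synthase to the cell surface, rose by 0.64 (q = 0.0110), and the locus of *CHS7* had a log2 ratio of 1.03 (q = 0.108 in the authors' deposited table). The chitinase genes *CHT2* (-1.88) and *CHT3* (-1.26) fell, both with q = 0.000601 in the authors' deposited table. Thus 3 of 15 genes of chitin metabolism rose and 2 fell, by the authors' deposited table and when adjusted over the list alone; the median was 0.02, percentile 59.7. In FA *CHS2* rose (0.97, q = 0.000361) and *GFA1* had a log2 ratio of 0.36 (q = 0.0865 in the authors' deposited table).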

Cell wall chitin biosynthetic process was also associated with genes upregulated in biofilms grown in the presence of fluconazole. Fluconazole induces membrane and cell wall stress, by sterol disruption and increasing the fluidity of the plasma membrane (Abe *et al.*, 2009; Klis and Brul 2015). In response to cell wall stress, *C. albicans* increases the amount of chitin and expression of cell wall repair proteins (Munro *et al.*, 2007; Sorgo *et al.*, 2011).

### Processes enriched by growth with both fluconazole and arachidonic acid

The downregulated genes, which were unique to biofilms grown in the presence of both fluconazole and AA (FA), were not enriched for any GO term. Most of the genes in this cluster are uncharacterized. However, those with known functions have roles in zinc homeostasis, oxidative stress, and copper and zinc transport.

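Several genes of zinc and copper supply fell in FA. *ZRT2*, which encodes a zinc transporter, fell from an FPKM of 2255 to 637 (log2 ratio -1.82), the locus of *PRA1*, which encodes a zinc-binding surface protein, from 6232 to 1591 (-1.97), and *CSR1*, a regulator of zinc uptake, by -2.25, each with q = 0.000361 in the authors' deposited table. The copper transporter genes *CTR1* (-1.64), *CTR2* (-1.09) and *CRP1* (-1.28) fell as well. Of 14 loci of zinc and copper homeostasis, 6 fell and 2 rose by q in the authors' deposited table (7 and 2 adjusted over the list alone), with a median of -1.18, below all random lists. Most of these genes fell in FE too: *PRA1* (-1.31), *CTR1* (-1.03), *CTR2* (-0.99), *CRP1* (-0.90) and *CSR1* (-0.78) passed q in the authors' deposited table, and *ZRT2* had a log2 ratio of -0.03 (q = 0.983). In FE 5 loci fell and 3 rose, and in DA 3 fell and 0 rose, by the authors' deposited table and when adjusted over the list alone. Of the oxidative stress genes, 5 fell in FA and 3 rose, by the authors' deposited table and when adjusted over the list alone, the falls including *PRX1* (-0.89) and the shared loci of *GPX1* and *GPX2* (-1.10) and of *SOD4* and *SOD5* (-0.93).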

Upregulated genes, unique to cells grown in the presence FA, are enriched for AMP biosynthetic processes, fumarate metabolic process, ATP synthesis coupled proton transport, fatty acid oxidation, tricarboxylic acid process and acyl-CoA metabolic process (Table S5). Purine synthesis in *C. albicans* occurs via the *de novo* biosynthesis pathway and the salvage pathways (Rolfes 2006). Adenylosuccinate synthase (encoded by *ADE12*), which catalyzes the conversion of inosine monophosphate (IMP) to adenylosuccinate, and adenosine kinase (encoded by *ADO1*), which recycles adenosine to AMP, were assigned to the AMP biosynthetic process ontology. The energy demand for purine biosynthesis is high; therefore, the regulation of this process is via feedback inhibition by the ATP and ADP end products and the presence of excess purine in the cell-extracellular environment (Rébora *et al.*, 2001; Rolfes 2006). The upregulation of genes associated with purine synthesis in biofilms grown in the presence of fluconazole and AA indicates an attempt to increase ATP generation under these conditions.

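*ADO1* rose in FA from an FPKM of 30.4 to 70.5 (log2 ratio 1.19, q = 0.000361), and the locus that *ADE12* shares with *IDH1* from 135 to 297 (1.13, q = 0.00240 in the authors' deposited table). That locus rose in DA as well (0.89, q = 0.0329), where *ADO1* had a log2 ratio of 0.54 (q = 0.0643 in the authors' deposited table). Of 18 genes of purine and AMP synthesis, 6 rose in FA and 0 fell by q in the authors' deposited table (6 and 0 adjusted over the list alone), with a median of 0.44, percentile 98.8 among random lists. Among them were *AAH1*, which encodes adenine deaminase (1.55), the locus of the cytosine-purine permease gene *FCY21* (1.38) and the adenylate kinase gene *ADK1* (0.82). Of the listed *ADE* genes, only *ADE12*, on its shared locus, passed in FA. *ADE1*, *ADE2*, *ADE4*, *ADE6*, *ADE8*, *ADE13* and *ADE17* did not (q from 0.0701 to 0.941 in the authors' deposited table), while *ADE4* passed in DA (q = 0.00804). In DA, 5 rose (6 adjusted over the list alone; median 0.54, percentile 99), *AAH1* by 2.02, and in FE 1 fell, the guanylate kinase gene *GUK1* (-1.32), by the authors' deposited table and when adjusted over the list alone.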

ATP synthesis coupled proton transport GO term was represented by ATP synthase alpha subunit (encoded by *ATP1*), F1F0-ATP synthase beta subunit (encoded by *ATP2*), oligomycin-sensitive conferring protein (OSCP) (encoded by *ATP5*) and F1F0 ATP synthase subunit h (encoded by *ATP14*), these proteins constitute different components of the mitochondrial ATP synthase, required for the phosphorylation of ADP to ATP using the energy provided by the electrochemical gradient (Arnold *et al.*, 1998; Xu *et al.*, 2015). The absence of *ATP1* or *ATP2* in *C*. *albicans* result in the cells being avirulent, unable to grow on non-fermentable or non-glucose carbon sources, defective in filamentation, biofilm formation, and ATP production (Li *et al.*, 2017; Li *et al.*, 2018). Lack of growth in media containing glycerol and lactate as a carbon source was observed in *Saccharomyces cerevisiae ATP14* homozygous mutant (Arselin *et al.*, 1996). This also supports the possible need for ATP generation in biofilms grown in the presence of both fluconazole and AA.

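*ATP1* rose in FA from an FPKM of 104 to 416 (log2 ratio 1.99), the locus of *ATP2* from 323 to 872 (1.43), the locus of *ATP5* by 1.23 (q = 0.00157) and *ATP14* by 1.01, with q = 0.000361 for the other genes in the authors' deposited table. *ATP1* also rose in DA (1.19, q = 0.000579) and in FE (0.57, q = 0.0279), and *ATP14* in DA (0.69, q = 0.0140 in the authors' deposited table). Of 11 loci of the mitochondrial ATP synthase, 5 rose in FA, 2 in DA and 1 in FE, and 0 fell, by q in the authors' deposited table (6, 4 and 1 adjusted over the list alone). The medians were 1.12 in FA, 0.80 in DA and 0.43 in FE, at percentiles 99.5, 97.1 and 97.4 among random lists. Only 3 of the 11 loci hold a single gene, so most of these values are shared with other genes of the locus.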

Fumarate metabolic process and tricarboxylic acid process are represented by genes encoding enzymes within the tricarboxylic acid (TCA) cycle. Fumarate hydratase (encoded by *FUM12*) was assigned to both ontologies. In contrast, adenylosuccinate synthase (encoded by *ADE12*) was assigned to the fumarate metabolic process and malate dehydrogenase (encoded by *MDH1-1*) and succinate-CoA ligase (encoded by *LSC1*) to the tricarboxylic acid process. Fumarase is present in the cytoplasm and mitochondria of eukaryotic cells. The mitochondrial fumarase catalyzes the reversible hydration of fumarate to L-malate in the TCA cycle, while the cytosolic fumarase is synthesized in response to DNA damage (Yogev *et al.*, 2010). The upregulation of genes associated with the TCA cycle in the presence of both fluconazole and AA may also be as a result of the need for an increase in ATP generation.

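*FUM12* rose in FA from an FPKM of 53 to 183 (log2 ratio 1.77) and *MDH1-1* from 87.9 to 345 (1.96), with the citrate synthase gene *CIT1* from 60.1 to 160 (1.40) and the locus of *LSC1* (1.06), all with q = 0.000361 in the authors' deposited table. Of 22 genes of pyruvate oxidation and the TCA cycle, 10 rose in FA and 0 fell by q in the authors' deposited table, and as many when adjusted over the list alone; the median was 0.62, percentile 99.9 among random lists. In DA, 5 rose and 1, *ACO1*, fell by the authors' deposited table (6 and 1 adjusted over the list alone; median 0.39, percentile 92.6). The rises there were smaller for *FUM12* (0.64, q = 0.00710), *MDH1-1* (0.84, q = 0.000579) and *LSC1* (0.76, q = 0.0196 in the authors' deposited table). In FE, 0 members rose and 0 fell by Cuffdiff's q in the authors' deposited table, also when adjusted over the list alone; the median was 0.08.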

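*PDB1* rose in FA from an FPKM of 103 to 242 (log2 ratio 1.22, q = 0.00470) and *CAT2* from 22.7 to 60.9 (1.38, q = 0.000361 in the authors' deposited table). *LAT1*, which encodes another subunit of pyruvate dehydrogenase, rose by 0.80 (q = 0.000361 in the authors' deposited table). In DA, *PDB1* rose as well (1.06, q = 0.0287) and *CAT2* had a log2 ratio of 0.17 (q = 0.710 in the authors' deposited table). A second locus of *CAT2*, at an FPKM of 3.61 in DE and 0.417 in FA, had a log2 ratio of -1.70 (q = 0.147 in the authors' deposited table).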

Putative pyruvate dehydrogenase (encoded by *PDB1*), carnitine acetyltransferase (encoded by *CAT2*), and succinate-CoA ligase (encoded by *LSC1*) were associated with the GO term acyl-CoA metabolic process. The functions of *CAT2* and *LSC1* in the cell have been discussed earlier, but *PDB1*, which encodes a β–subunit of the pyruvate dehydrogenase complex, catalyzes the conversion of pyruvate to acetyl-CoA and CO_2_ (Vellucci *et al.*, 2007). The GO terms enriched in the upregulated genes of *C*. *albicans* cells grown in the presence of fluconazole and AA are mostly associated with energy generation. This suggests that under this treatment condition, the cell attempts to increase its energy output, and this indicates that there is a demand for energy.

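Among the lists of energy metabolism, the medians of the TCA cycle, the ATP synthase and β-oxidation lay above the middle 95% of random lists in FA, and those of glycolysis and of the respiratory chain (-0.21, percentile 11.1) inside it. Lists were not tested against each other. Of the glycolysis list, 2 rose in FA by q in the authors' deposited table (1 adjusted over the list alone), with a median of 0.08 at percentile 52.7, and log2 ratios of -0.01 for *PGK1* and 0.08 for *PFK2*. Of 26 loci of β-oxidation and the glyoxylate cycle, 9 rose and 2 fell in FA by q in the authors' deposited table (9 and 3 adjusted over the list alone), with a median of 0.29, percentile 98.7. The rises included the acyl-CoA synthetase gene *FAA21* (9.87 to 50.2, 2.23), the thiolase gene *FOX3* (1.84) and the acyl-CoA oxidase gene *POX1-3* (1.37), and the carnitine acetyltransferase gene *CTN1* (-1.67) fell. In DA, 4 of these loci rose and 3 fell, by the authors' deposited table and when adjusted over the list alone, *FAA21* by 1.75 and *FOX3* by 0.86, with *CTN1* falling by -2.02.

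**Figure D3:**
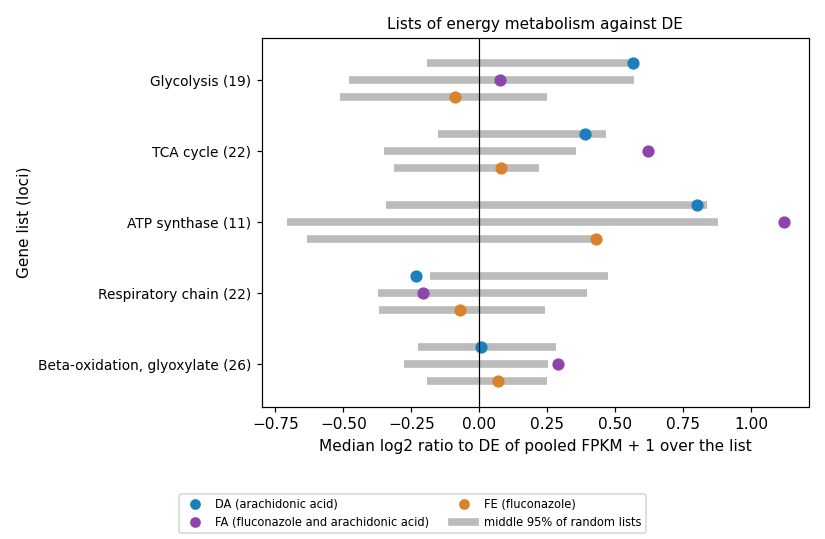
Median log2 ratio to DE of pooled FPKM + 1 (horizontal axis) over 5 lists of energy metabolism (vertical axis, with the number of loci); points are the lists in DA, FA and FE, and grey bars the middle 95% of 10000 random lists of like FPKM. The TCA cycle, ATP synthase and β-oxidation lists lie above the grey bar in FA, and the respiratory chain lies below it in DA.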

### Overlapping processes enriched by growth with either arachidonic acid or fluconazole

The upregulated and downregulated genes shared between biofilms grown in the presence of either AA (DA) or fluconazole (FE) were not enriched for any specific GO terms. The reported descriptions for the downregulated genes include phosphatase complex subunit, SIN3-binding protein, a heme oxygenase, and a high-affinity iron permease, while the upregulated genes are associated with the cell wall and DNA synthesis.

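*HMX1*, which encodes heme oxygenase, fell in DA from an FPKM of 532 to 266 (log2 ratio -1.0) and in FE from 558 to 252 (-1.14), and *FTR2*, which encodes a high-affinity iron permease, by -1.05 and -1.10, with q = 0.000579 in DA and 0.000601 in FE in the authors' deposited table. In FA both fell by less than 1 on the log2 scale, *HMX1* by -0.50 (q = 0.0165) and *FTR2* by -0.76 (q = 0.00157 in the authors' deposited table). Other iron genes rose in DA: of 27 loci of iron and heme genes, *CCP1* among them, 12 rose and 7 fell by q in the authors' deposited table (13 and 7 adjusted over the list alone), with the siderophore transporter gene *SIT1* (2.32), the heme receptor genes *RBT5* (1.51) and *PGA7* (1.32) and the regulator *HAP3* (1.45) among the rises. In FE, 5 rose and 5 fell by the authors' deposited table (6 and 6 adjusted over the list alone), *FRE10* rising by 2.84. The median was 0.73 in DA and -0.10 in FE.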

### Overlapping processes enriched by growth with either arachidonic acid or a combination of fluconazole and arachidonic acid

The downregulated genes which were shared between biofilms grown in the presence of either AA (DA) or a combination of fluconazole and AA (FA) were enriched for GO terms, which include hydrogen sulfide biosynthetic process, sulfate assimilation and sulfur amino acid biosynthetic process (Table S6). The different processes mentioned above are represented by ATP sulfurylase (encoded by *MET3*), putative adenylylsulfate kinase (encoded by *MET14*), putative sulfite reductase beta subunit (encoded by *ECM17*) and O-acetylhomoserine O-acetylserine sulfhydrylase (encoded by *MET15*) which are genes in the *C*. *albicans* methionine/cysteine biosynthesis pathway. Methionine/cysteine synthesis is essential for biofilm formation in *C*. *albicans* (García-Sánchez *et al.*, 2004; Murillo *et al.*, 2005). A failure in the formation of proper biofilm, diminished adhesion and a decrease in filamentation was observed in homozygous *ecm17∆/∆ C*. *albicans* strains and with the absence of methionine or cysteine (Li *et al.*, 2013). *MET3*, which is an activator of the methionine/cysteine pathway for sulfur assimilation, is one of the most highly upregulated genes during biofilm formation in *C*. *albicans* (Murillo *et al.*, 2005). However, the presence of methionine or cysteine at a concentration higher than 1 mM represses the expression of *MET3* (Care *et al.*, 1999). The concentrations of methionine and cysteine in RPMI media are 0.43 mM and 0.062 mM, respectively. Hence, the downregulation in methionine/cystine processes may not be due to catabolite repression but rather the presence of AA in both these conditions, which may repress the methionine/cysteine pathway, resulting in low biofilm formation.

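*MET3* fell from an FPKM of 60.9 to 12.6 in DA (log2 ratio -2.19, q = 0.0150) and from 64.9 to 12.8 in FA (-2.26, q = 0.000686 in the authors' deposited table). *MET14* fell by -2.19 and -2.67, *ECM17* by -1.83 and -1.61, and *MET15* by -1.29 and -1.59 on the log2 scale in DA and FA, all past q in the authors' deposited table. The sulfate transporter gene *SUL2* (-1.66 and -1.82) and the pathway's regulators *MET4* (-1.30 and -1.37) and *MET28* (-1.33 and -1.28) fell with them. Of 22 loci of sulfate assimilation and of methionine and cysteine synthesis, 8 fell and 2 rose in DA, and 9 fell and 3 rose in FA, by q in the authors' deposited table (8, 2, 10 and 4 adjusted over the list alone). The medians were -0.45 in DA and -0.35 in FA, at percentiles 0.0300 and 2.28 among random lists. With fluconazole alone, *MET3* rose (63.8 to 139, 1.11, q = 0.00830), as did *MET10* (0.72), and 5 loci rose and 0 fell, by the authors' deposited table and when adjusted over the list alone; the median was 0.16. From the fall in both conditions with AA, and from the methionine and cysteine content of RPMI, the paper reasons that catabolite repression may not account for it, and proposes that AA represses the pathway and so lowers biofilm formation.

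**Figure D4:**
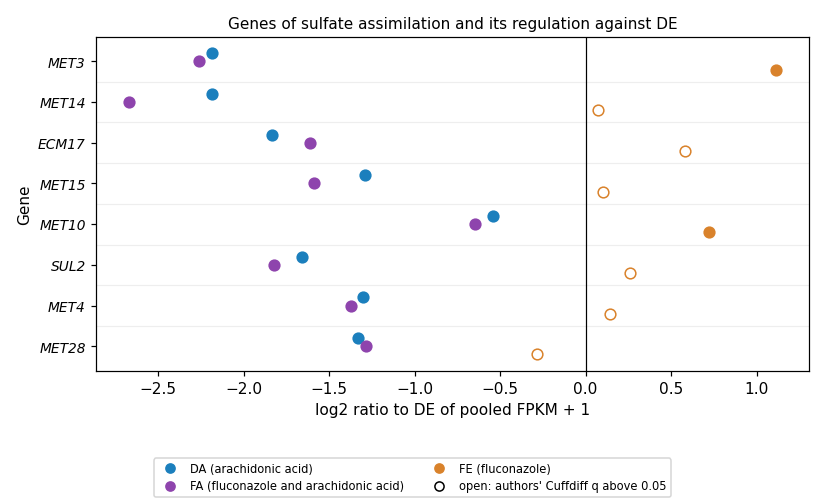
Log2 ratio to DE of pooled FPKM + 1 (horizontal axis) for 8 genes of sulfate assimilation and its regulation (vertical axis) in DA, FA and FE; filled points passed a q-value of 0.05 in the authors' deposited table and open points did not. All 8 genes lie below 0 in DA and FA, and *MET3* lies at 1.11 in FE.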

The GO terms enriched in upregulated genes shared between biofilms grown in the presence of either DA or FA include xenobiotic transport, spermine transport, and spermidine transport (Table S7). These GO terms were represented by an ATP-binding cassette (ABC) transporter (encoded by *YOR1*) as well as *FLU1*, which encodes for fluconazole resistance 1 protein, an efflux pump belonging to the major facilitator superfamily (MFS) class of transporters involved with drug efflux (Cannon *et al.*, 2009). However, contrary to expectations of its role in fluconazole efflux, the disruption of *FLU1* in *C. albicans* has a negligible effect on its fluconazole susceptibility, although its deletion causes susceptibility to mycophenolic acid (Calabrese *et al.*, 2000).

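Several transporter genes of drug efflux rose in both conditions with AA. *FLU1* rose from an FPKM of 25.9 to 106 in DA (log2 ratio 1.99) and from 27.7 to 105 in FA (1.89), with q = 0.000579 and 0.000361, and the locus of *YOR1* by 1.60 (q = 0.00972) and 1.38 (q = 0.0248 in the authors' deposited table). The polyamine transporter gene *TPO4* reached a log2 ratio of 5.12 in FA and 0.13 in FE (q = 0.865 in the authors' deposited table). The ABC transporter genes *CDR1* (2.77 in DA and 2.70 in FA), *SNQ2* (2.10 and 1.92) and *CDR4* (2.19 and 2.65) rose too. Of 23 genes of drug efflux and its regulation, 14 rose in DA, 14 in FA and 6 in FE, and 0 fell, by q in the authors' deposited table (15, 14 and 6 adjusted over the list alone). The medians were 1.03, 0.96 and 0.33, the first 2 above all random lists and that in FE at percentile 99.6. In FE, *CDR1* (1.56), its regulator *TAC1* (1.40) and *MDR1* (1.11) rose, while *FLU1* had a log2 ratio of 0.27 (q = 0.550 in the authors' deposited table).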

The *C. albicans* Yor1 is similar to the *S. cerevisiae* Yor1, which is an ATP-binding cassette (ABC) transporter, which acts as an oligomycin resistance permease (Gaur *et al.*, 2005). However, Yor1 in *C*. *albicans* effluxes beauvericin, a compound that enhances azole susceptibility, from the cell (Shekhar-Guturja *et al.* 2016). Although the upregulated genes associated with this GO term in DA and FA are involved in transport, their role in the transport of either fluconazole or AA has not been identified.

### Overlapping processes enriched by growth with either fluconazole or a combination of fluconazole and arachidonic acid

The GO terms enriched for downregulated genes shared between biofilms grown in the presence of either fluconazole (FE) and a combination of fluconazole and AA (FA) include filamentous growth regulation and cytoskeleton-dependent cytokinesis (Table S8). 

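*UME6* fell in FE from an FPKM of 95.1 to 22.8 (log2 ratio -2.02) and in FA from 96.8 to 13.2 (-2.79), *AHR1* by -1.34 and -1.97, *GPA2* by -1.08 and -1.53, and the locus that *ROB1* shares with *CYB2* by -1.16 and -2.06, on the log2 scale in FE and FA. Each had q = 0.000601 in FE and 0.000361 in FA in the authors' deposited table. In DA, *AHR1* (-0.75, q = 0.00109) and *GPA2* (-0.68, q = 0.00203) fell less, and *UME6* had a log2 ratio of -0.24 (q = 0.40 in the authors' deposited table). The study chose these genes and *ALS3* on these samples, so that their shared direction is not independent evidence; the median of the 5 was -1.34 in FE, -1.97 in FA and -0.72 in DA.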

The genes linked with the filamentous growth ontology include Zn(II)2Cys6 transcription factors (encoded by *ROB1*, *AHR1*, and *UME6*) as well as a G-protein alpha subunit (encoded by *GPA2*). Biofilm formation in *C. albicans* is under the control of six master circuit transcriptional factors, including Rob1 (Nobile *et al.*, 2012). The importance of *ROB1* to *C. albicans* biofilm formation is demonstrated with the failure of *rob1∆/∆* mutants to form biofilms and the haploinsufficiency of the heterozygous mutant (Nobile *et al.*, 2012; Glazier *et al.*, 2017). The zinc cluster transcription factor, Ahr1, activates adhesion, and hyphal regulatory genes (Askew *et al.*, 2011). Cell adhesion to host surface and hyphae formation are essential processes of *C. albicans* biofilms formation and also contributes to the biofilm structure (Chandra *et al.*, 2001; Finkel and Mitchell 2011). *UME6* is an essential regulator for hyphal extension and virulence in *C. albicans* (Banerjee *et al.*, 2008). This is also seen in the enrichment of the biological adhesion GO term, which was represented by agglutinin-like protein 3 (encoded by *ALS3*), Zn(II)2Cys6 transcription factor (encoded by *UME6*), and the zinc cluster transcription factor (encoded by *AHR1*). 

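*ALS3* fell in FE from an FPKM of 1160 to 201 (log2 ratio -2.52, q = 0.000601) and in FA from 1177 to 374 (-1.65, q = 0.000361 in the authors' deposited table). It fell in DA as well, from 1103 to 667 (-0.73, q = 0.0178 in the authors' deposited table). The adhesin gene *ALS1* rose, from an FPKM of 90.1 to 572 in DA (2.65), by 2.92 in FA and by 0.67 in FE (q = 0.0311 in the authors' deposited table), and the locus of *ALS4* in DA (1.55) and FA (0.98).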

*Candida albicans* agglutinin-like protein 3 (Als3) is known to function in adhesion, biofilm formation, and iron acquisition processes (Almeida *et al.*, 2008; Liu and Filler 2011). However, its expression is only observed in the hyphae and pseudohyphae (Hoyer *et al.*, 1998). The deletion of *ALS3* in *C. albicans* resulted in the formation of thin and disorganized biofilms *in vitro* (Nobile *et al.*, 2006). 

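Several hyphal genes fell in FE and FA, and some genes of the yeast form rose. Of 28 loci of hypha-associated genes, 16 fell and 4 rose in FE, and 19 fell and 4 rose in FA, by q in the authors' deposited table (17, 6, 19 and 6 adjusted over the list alone). *ECE1*, which encodes the candidalysin precursor, fell from an FPKM of 1595 to 210 in FE (log2 ratio -2.92) and by -3.18 in FA, the hyphal cyclin gene *HGC1* by -2.31 and -3.56, and *IHD1* by -2.45 and -3.04. In DA, 11 fell and 2 rose by the authors' deposited table (13 and 3 adjusted over the list alone), *HGC1* by -1.39 and *ECE1* by -0.64. The medians were -1.04 in FE, -1.11 in FA and -0.50 in DA, each below all random lists. *NRG1*, which encodes a repressor of filamentation, rose by 1.62 in FE, 1.95 in FA and 1.63 in DA, and *YWP1*, a gene of yeast-form cells, by 1.26, 2.09 and 2.44. Of 16 loci of yeast-form, white and opaque cells, 3 rose and 3 fell in FE, 6 and 3 in FA, and 5 and 1 in DA, by the authors' deposited table (4 and 4, 7 and 3, and 6 and 1 adjusted over the list alone). *HWP1* was listed at 0 in DE in a locus that was too abundant to be tested, and is left out.

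**Figure D5:**
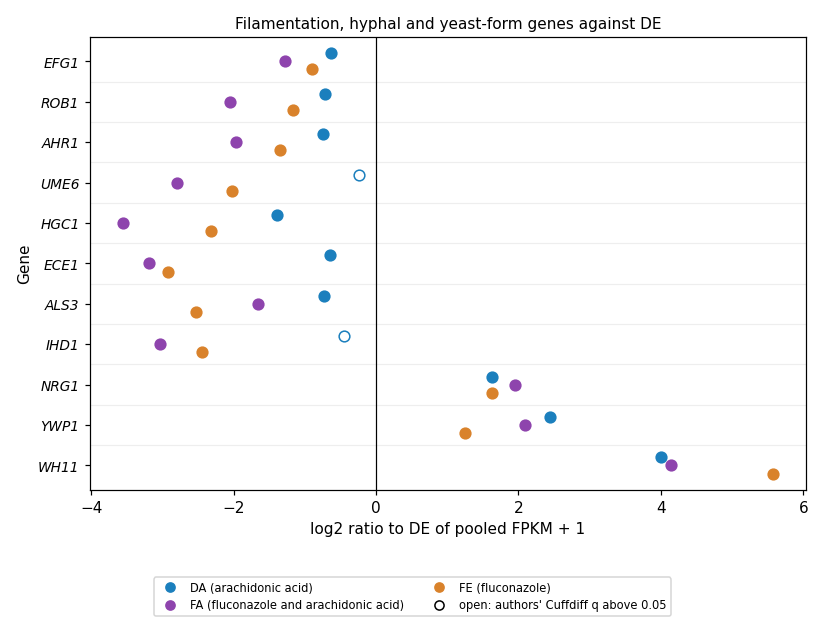
Log2 ratio to DE of pooled FPKM + 1 (horizontal axis) for 11 genes of filamentation, hyphae and the yeast form (vertical axis) in DA, FA and FE; filled points passed a q-value of 0.05 in the authors' deposited table and open points did not. *UME6* lies at -2.79 in FA and -0.24 in DA, and *WH11* at 5.58 in FE.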

The downregulation of critical transcriptional regulatory genes in biofilms grown in FE and FA may contribute to the presence of poorly formed biofilms under these conditions (Figure S1b).

The cytoskeleton-dependent cytokinesis GO term was represented by septin (encoded by *CDC10*), formin-binding protein (encoded by *HOF1*), and Ras GTPase-activating protein (encoded by *IQG1*). Septins are filament-forming proteins which comprise Cdc3, Cdc11, Cdc12 and Cdc10. (Longtine *et al.*, 1996; Frazier *et al.*, 1998). Although *C*. *albicans* viability or growth rate is not affected by a mutation of *CDC10*, the observed defects in *C*. *albicans CDC10* mutants include a failed cytokinesis due to abnormal cell morphology of elongation and enlargement of cells without separation as well as defects in chitin localization (Warenda and Konopka 2002). *HOF1* encodes an F-box protein involved in cytokinesis and the formation of a ring around the bud neck of the mother and daughter cells. In the absence of *HOF1*, *C. albicans* cells suffer severe cytokinesis and separation defects, which is evident in the formation of chains of cells (Li *et al.*, 2008; Jonkers and Rep 2009). *IQG1* also localizes to the bud neck, contributing to neck formation with the assembly and contraction of the actomyosin ring. In the absence of *IQG1*, cell necks are swollen and broaden (Li *et al.*, 2008). The downregulation of processes associated with cytokinesis process in biofilms grown in the presence of fluconazole as well as a combination of fluconazole and AA may be due to the presence of fluconazole as it has been shown to induce trimeras as discussed previously (Harrison *et al.*, 2014).

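*HOF1* fell in FE from an FPKM of 44.5 to 6.88 (log2 ratio -2.53) and in FA from 45.3 to 12.3 (-1.79), *IQG1* by -1.42 and -1.22, and the locus of *CDC10* by -1.13 (q = 0.00210) and -1.04 (q = 0.000361 in the authors' deposited table). *HOF1* (-0.73, q = 0.00375) and *IQG1* (-0.52, q = 0.0222) also fell in DA, by less, and *CDC10* had a log2 ratio of -0.55 (q = 0.0870 in the authors' deposited table). Of 22 loci of cytokinesis and cell separation, 9 fell and 1 rose in FE, 8 fell and 3 rose in FA, and 3 fell and 4 rose in DA, by q in the authors' deposited table (9, 1, 9, 4, 3 and 4 adjusted over the list alone). The falls in FE and FA included *INT1* (-1.64 and -0.78) and the myosin gene *MYO1* (-0.93 and -0.95), while *INN1* rose (40.3 to 270 in FE, 2.71, and 2.15 in FA). The medians were -0.59 in FE, below all random lists, -0.51 in FA at percentile 0.24, and 0.09 in DA.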

The GO term enriched in the upregulated genes shared by biofilms grown in FE) and FA includes the glyoxylate cycle, acetate catabolic process, carbon utilization and fatty acid catabolic process (Table S9). All these processes were represented by the isocitrate lyase (encoded by *ICL1*), malate synthase (encoded by *MLS1*), and a multifunctional enzyme of the β-oxidation pathway (encoded by *FOX2*). 

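*MLS1* rose in FA from an FPKM of 15.7 to 55.0 (log2 ratio 1.74, q = 0.000361) and in FE to 43.1 (1.43, q = 0.000601), with a log2 ratio of -0.01 in DA (q = 0.986 in the authors' deposited table). *FOX2* rose from 4.45 to 21.5 in FA (2.05), to 9.63 in FE (0.99) and to 8.23 in DA (0.84, q = 0.000579 in the authors' deposited table). *ICL1* lies on 2 loci. The more abundant went from an FPKM of 8.13 to 17.5 in FA (q = 0.648) and to 17.3 in FE (q = 0.704), and the other from 0.832 to 32.1 in FA (log2 ratio 4.18, q = 0.000361) and from 0.815 to 6.63 in FE (2.07, q = 0.000601 in the authors' deposited table).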

*ICL1* and *MLS1* are the first two genes of the glyoxylate cycle, an alternative pathway that allows the conversion of two-carbon acetate into a four-carbon dicarboxylic acid, which replenishes the TCA cycle or serves as a precursor for either amino acid or carbohydrate synthesis (Kunze *et al.*, 2006).

Conversely, Fox2 catalyzes both enoyl-CoA hydratase and 3-hydroxyacyl-CoA dehydrogenase activities in the β-oxidation pathway (Hiltunen *et al.*, 2003). Alternative energy-generating pathways, such as the β-oxidation pathway and the glyoxylate pathway, allow the yeast to grow on alternative carbon sources such as fatty acids, ethanol and acetate (Kunze and Hartig 2013). Treatment of *C*. *albicans* cells with fluconazole has been shown to increase metabolites connected with the central carbon metabolic pathway (Katragkou *et al.*, 2016). Therefore, the upregulation of glyoxylate pathway genes and *FOX2* from the β-oxidation pathway may indicate an increase in the energy requirements of the biofilms under these conditions.

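In FE, 5 loci of β-oxidation and the glyoxylate cycle rose and 2 fell by q in the authors' deposited table (7 and 2 adjusted over the list alone), with a median of 0.07 at percentile 64.8 among random lists. *FOX3* rose by 1.04 and the locus of the carnitine acetyltransferase gene *CTN3* by 0.95, and *CTN1* fell (-1.20), all with q = 0.000601 in the authors' deposited table. Of 13 loci of gluconeogenesis and acetate use, 3 rose and 2 fell in FA, 2 rose and 3 fell in FE, and 1 rose and 3 fell in DA, by the authors' deposited table (4 and 3, 3 and 4, and 1 and 4 adjusted over the list alone). *PCK1* of gluconeogenesis rose in FA (1.58, q = 0.000361), and *ACS1*, which encodes acetyl-CoA synthetase, fell in FA (-1.65), FE (-1.48) and DA (-1.29), by the authors' deposited table.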

### Confirmation of RNA-Seq data with NanoString

The fold change obtained using RNA-Seq compared with that from NanoString, using selected genes of interest is shown in Table S10. As observed, the similarity between the transcript levels obtained from the two platforms indicates consistency in the data generated for the analysis.

## Conclusions

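The combination differed from each single treatment. In one limma fit of all 12 libraries, 1170 genes differed between FA and DA (628 higher and 542 lower in FA), 1648 between FA and FE and 2952 between DA and FE, at an adjusted p of at most 0.05 over 6217 genes. With libraries scaled to their upper quartile, 744 were higher and 397 lower in FA than in DA. Among named genes, whose differences were not tested, the log2 ratio to DE in FA minus that in DA was -2.55 for *UME6* and -2.54 for *ECE1*, both hyphal genes, and that in FA minus that in FE was 4.98 for *TPO4*, 3.06 for *EHT1*, 1.89 for the transporter gene *SNQ2* and -3.38 for *MET3*. The difference between FA and DA was 1899 genes without DE replicate 1, 772 and 657 without DA replicates 2 and 3, and 616, 567 and 702 without FA replicates 1, 2 and 3. That between FA and FE was 2540 without DE replicate 1, 1041, 1043 and 1035 without FA replicates 1, 2 and 3, and 988 without FE replicate 2, and the number of genes changed in FA against DE was 3639 without DE replicate 1 and 1314, 1137 and 1206 without FA replicates 1, 2 and 3.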

Differentially regulated genes were obtained in all the tested conditions with the most differentially regulated genes obtained with the combination of fluconazole and AA (FA). Analysis of the biological processes indicated that in the presence of AA (DA), energy generation processes were downregulated, which may be due to an inhibition of glucose uptake. The low energy generation in the presence of AA may also be associated with the possible upregulation of biofilm formation processes to compensate for low biomass. As expected, the presence of fluconazole enriched for processes involved in ergosterol synthesis and an increase in chitin content. Also, processes associated with abnormal cell cycle, such as aneuploidy, was enriched in the fluconazole treated cells. In cells grown with the combination of fluconazole and AA, several processes associated with ATP synthesis was enriched, indicating the need to produce ATP via alternative processes. Methionine/cysteine synthesis processes, which are required for biofilm formation, were downregulated in the presence of AA. It can be suggested that the presence of AA interferes with the energy generation and methionine synthesis processes as a mechanism for increased susceptibility. This lays the ground for more detailed studies regarding these processes as possible drug targets.

How the deposited data were processed for this re-analysis (not part of the article)

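RNA of 12 libraries was measured by Illumina sequencing, 3 each from biofilms with solvents alone (DE), with AA (DA), with fluconazole and AA (FA) and with fluconazole (FE), after 6 h. The authors examined read quality with FastQC 0.11.5, removed low-quality reads with PRINSEQ-lite 0.20.4, aligned the rest with TopHat2 (2.2.1 in the submitters' notes) to assembly 21 and counted reads per gene with bedtools. The versions of bedtools, DESeq2, Cufflinks and Cuffdiff are not stated in the paper or the notes. The signal values of the deposited tables per library are read counts that the authors divided by a DESeq2 size factor, within a table of 6 libraries for each treatment. The log2 values in the deposited tables are the authors' fold changes from DESeq2 or Cuffdiff, the p-values and q-values are those of the authors' DESeq2 and Cuffdiff tests, and the score values are the authors' test statistics, of which those in the DA table of DESeq2 carry the opposite sign to its fold changes. The FPKM values were made by the authors with Cufflinks and Cuffdiff, which pooled the replicates into 1 value per condition and assembled locus. The score and log2 columns were not used here.

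Each library's reads were recovered by dividing its values by their common step. The recovered reads of the 3 DE libraries were checked to be identical in the 3 tables. Each table held 6409 genes, of which 6194 were open reading frames, 77 snoRNAs or snRNAs, 126 tRNAs and 6 rRNAs. The depth of 46054571 to 68359468 reads per library sets the precision of the share of rRNA, whose 95% interval was at most 0.0265 percentage points wide. The reads outside rRNA still hold those of 1 open reading frame whose number follows that of the rRNA gene *RDN25* from library to library.

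Treatments were compared with DE by limma 3.58.1 (trend, not robust) on log2(normalized reads + 1), within each table, for genes with a mean of at least 10, two-sided, at a Benjamini-Hochberg adjusted p of at most 0.05, with or without an absolute log2 fold change of at least 1. Differences between treatments, and the departure of FA from the sum of DA and FE, were tested with all 12 libraries on a common scale in 1 fit. On simulated data with 100 genes changed 2-fold and 100 changed 4-fold, limma recovered 56% and 94% in DA, 64% and 93% in FA, 40% and 91% in FE, 73% and 96% between FA and DA, 70% and 96% between FA and FE, and 34% and 91% for the departure from the sum. The separation of conditions was tested over all 15400 partitions of the 12 libraries into 4 groups of 3. The share of RNA classes was compared by exact permutation over 220 splits.

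For named genes, the log2 ratio of FPKM + 1 was computed for loci with a mean FPKM of at least 1 that the authors' Cuffdiff run had tested; 34 loci that it had not tested were left out. Where a gene lay on several loci, the most abundant was used. Lists of 29 processes, written from general knowledge and from the genes of the paper before the data were examined, were compared with 10000 random lists matched in 20 bins of FPKM: amino acid synthesis, ATP synthase, β-oxidation and glyoxylate cycle, biofilm regulators, chitin, cytokinesis, cytosolic ribosomal proteins, DNA replication, drug efflux, ergosterol synthesis, fatty acid synthesis, the filamentation genes of the paper, gluconeogenesis and acetate use, glucose transport, glycolysis, heat shock, histones, hypha-associated genes, iron, oxidative stress, purine and AMP synthesis, respiratory chain, ribosome biogenesis, the biofilm genes of the paper, sulfur and methionine, TCA cycle, valine and propionyl-CoA breakdown, yeast-form and white-opaque genes, and zinc and copper. These list values replaced a planned set test on the fit per library, because its open reading frames carry no symbols (0 of 6194 identifiers were paired in the reference used). The lists hold genes that the paper picked from these libraries.

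The genes named are every gene that the paper names, the 10 largest rises and 10 largest falls of each treatment past a q-value of 0.05 with a mean FPKM of at least 10, up to 4 members of each list with the smallest q-values, members at the top in size of lists with a shifted median, and the 6 biofilm regulators. The condition that all replicates lie beyond those of DE could not be applied to pooled values, and the FPKM minimum was set after the files were seen. Further list members, named to compare treatments, were picked after their values were seen.

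Alternatives were a replicate block, other values added before the logarithm (0.5 and 5), no minimum or a mean of at least 50, upper-quartile scaling, all 12 libraries in 1 fit, unadjusted p-values, the authors' DESeq2 p-values adjusted over the tested genes, and leaving out each library in turn. Added after the files were seen were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, list medians, other values added to FPKM (0.1 and 5) and lists of single-gene loci. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. NanoString counts were not analysed here.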

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

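Of the tests in this part, the rRNA and label tests of DE replicate 1 and the tests of less rRNA and of short RNAs for the snoRNAs, and the snoRNA medians without DE replicate 1, were chosen after the result was seen. The permutation test of the snoRNA share was not among the planned tests.

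In 487 genes the response to AA differed with and without fluconazole (limma, adjusted p at most 0.05, 6217 genes in a fit of all 12 libraries), a difference between groups that the paper does not report. FA lay above the sum of DA and FE in 224 of them and below it in 263, and in 449 (92.2%) FA was closer to DE than the sum was; 325 departed at least 2-fold. Leaving out 1 library at a time gave 279 to 727 genes. As DE enters both single effects, chance shifts of DE alone pull FA below the sum in size. Of 100 splits of the libraries into 4 groups of 3, the real one included, 1 gave as many genes, and the highest of the others gave 226. Such splits mix treated and control libraries, so the effects of the single treatments enter the spread. They therefore do not test whether those effects add. Without the shared DE libraries, the response to AA without fluconazole and with it (FA against FE) correlated at r = 0.540 with a slope of 0.490. That to fluconazole without AA and with it (FA against DA) correlated at 0.589 with a slope of 0.402. Genes are not independent replicates. Error in the response measured against DE lowers these slopes, so they do not show by how much a response shrank. The SD over genes of the response to AA was 0.771 without fluconazole and 0.700 with it. For the response to fluconazole it was 0.870 without AA and 0.594 with it.

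A signal appeared in RNAs that the paper does not discuss. The snoRNAs and snRNAs made up 0.455 ± 0.0563% of the reads outside rRNA in FA (SD, n = 3), above each of the other 9 libraries (0.195 ± 0.0444%; exact permutation p = 0.00455 two-sided, the smallest 220 splits can give; 0.0136 adjusted over 3 measures). This p is not adjusted for setting FA, the condition with the highest share, against the rest, and those 9 libraries are of different conditions. Of 73 snoRNAs and snRNAs tested against DE, 44 rose and 2 fell in FA, 7 rose and 1 fell in DA, and 4 rose and 3 fell in FE (limma, adjusted p at most 0.05), with median log2 fold changes of 1.43, 1.12 and 0.47. DE replicate 1 lay below both other DE libraries for 53 of the 73, and without it these medians were 1.06, 0.78 and 0.17. Against FE directly, 28 were higher and 2 lower in FA (median 0.82), and against DA 8 and 1 (median 0.24). *SNRNAU1*, of the spliceosome, rose in FA by 1.60 on the log2 scale (adjusted p = 0.000727) and *snR17A*, the U3 RNA of rRNA processing, by 2.37 (adjusted p = 0.00338).

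Less rRNA in the FA libraries does not account for this share, since among reads outside rRNA it was still 2.33 times that of the other libraries. Better retention of short RNAs in general stays open: the tRNA share in FA was 0.715 times that of the other libraries, a difference within its spread (exact permutation p = 0.232), while by gene 8 tRNAs rose and 4 fell in FA against DE, with a median of 0.79. Whether a few abundant snoRNAs account for the share stays open. The median log2 fold change of 1.43 over all 73 tested shows that many rose, but it gives each RNA equal weight. *snR17A* alone went from a mean of 15952 normalized reads in DE to 78001 in FA. A biological rise with AA, alone or with fluconazole, stays open as well and was not tested.

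DE replicate 1 lay far from DE replicates 2 and 3. A high share of rRNA stays open as a cause. Replicate 2, with 44.4% rRNA, lay near replicate 3, with 0.281%, at 0.446 times the mean distance of replicate 1. Replicate 1 held still more rRNA, 62.2%, and these distances are those that showed the pattern, so they cannot exclude it. Fewer reads do not account for the distance of replicate 1. All libraries were thinned to 15368777 reads outside rRNA and outside the open reading frame that follows *RDN25*. The distance was then still 3.10 times that between replicates 2 and 3. A library of another condition under its label is argued against by its distance to the nearest library outside DE, FE replicate 1, which was 1.497 times that to its nearest DE library. A biological difference between DE biofilms, which the paper proposes, stays open and was not tested.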

How the results depend on the processing

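The edgeR and DESeq2 fits of the recovered reads, the list medians and their settings were chosen after the files were seen.

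The numbers of genes changed in FA (2116 to 2979) and, at least 2-fold, in FA (919 to 1083) and FE (767 to 905) stayed within 1.5 times their value under all 9 alternatives other than leaving out libraries, as did those that differ between FA and FE (1590 to 2435) and between DA and FE (2918 to 3457) under 7, and the share of genes in 1 treatment (52.5% to 60.1%) under 3, although 7 of the 8 regions that hold DA moved with a replicate block. The number in DA was less stable: of 9 alternatives it moved in 4, to 184 with a replicate block, 2397 with all 12 libraries in 1 fit, 2559 with unadjusted p-values and 2211 with the authors' DESeq2 p-values, and it was 2202 with DESeq2 on the recovered reads; at least 2-fold it was 182 with a replicate block. The number in FE was 2367 with all 12 libraries and 2255 with unadjusted p-values, which also gave 1952 for FA against DA and 1488 for the departure from the sum. Unadjusted p-values call more genes by construction; for the others the cause was not tested. More genes changed in DA than in FE with all 12 libraries, unadjusted p-values, the authors' p-values, DESeq2 on the recovered reads and without DE replicate 1 or 3, and fewer otherwise. A replicate block gave 2123 genes in FA and 1658 in FE, but equal replicate numbers did not go together (r of -0.24 to 0.49 with the DE library of the same number).

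Leaving out 1 library at a time gave 175 to 2022 genes in DA and, at least 2-fold, 162 to 945; 1137 to 3639 and 756 to 1220 in FA; 568 to 1902 and 490 to 836 in FE; 567 to 1899 for FA against DA, 988 to 2540 for FA against FE, 2057 to 3842 for DA against FE and 279 to 727 for the departure from the sum, which was 282, 288 and 281 without FA replicates 1, 2 and 3 and 279 without FE replicate 2. Fewer libraries lower the power, while the rise without DE replicate 1 goes with its distance from the other DE libraries. DE replicate 3 lay near replicate 2, yet leaving it out also raised the number in DA (1616) and FA (2471). The number in FE fell without DE replicate 3 (1126). The cause was not tested further.

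The 6 libraries of 2 conditions make 10 splits, too few for a share under 0.05. Every split but the real one mixes the 2 conditions. Their difference then enters the spread and lowers the number of calls, so these splits cannot weigh chance. In each comparison 1 split, the real one, gave as many genes, and the highest of the others gave 0: the real values were 1067, 2181 and 1397 in DA, FA and FE, 538, 984 and 800 at least 2-fold, and 1170, 1648 and 2952 between treatments.

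Of 459 values of lists and named genes under other added values or single-gene loci, 447 stayed near their main value, 12 moved and 0 were counted as reversed. A list median moved where it left an interval from resampling its loci. A named gene moved where its log2 ratio shifted by more than a fixed amount, as pooled FPKM have no spread. A change of sign was counted only for genes past q and for medians whose interval excluded 0. Set tests with camera and fry, a Cuffdiff p-value as a second condition, the overlap of the authors' calls by both tools, and blocks or omitted libraries for lists and named genes were not run, because the open reading frames in the tables per library carry no symbols. Counting error was not set against the spread by gene, and genes with a low FPKM are limited by the added 1.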

Differences from the paper's values

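The comparison with DESeq2 on the recovered reads was chosen after the values were seen. The paper's thresholds are P of at most 0.05 in both its tools, with a Log2 of at least 1 for genes by direction, while the values here rest on limma's adjusted p, with the same fold threshold.

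The paper gives 2124 genes by DESeq2 in DA, against 1067 here. Of 15 alternatives set before the data were examined, 5 fell within 1.5 times the paper's number: all 12 libraries in 1 fit (2397), unadjusted p-values (2559), the authors' DESeq2 p-values (2211), and the fits without DE replicate 1 (2022) or DE replicate 3 (1616). The other 10 did not. DESeq2 on the recovered reads, chosen after seeing the values, gave 2202. The paper gives 312 upregulated genes in FE, against 481 here. Of 15 alternatives, 6 fell within it, namely a mean of at least 50 (454) and the fits without DE replicate 1 (468), DE replicate 2 (359), FE replicate 1 (345), FE replicate 2 (275) and FE replicate 3 (442), and 9 did not. The paper gives 325 M raw reads, against 659.596 M reads recovered per gene over the 12 libraries, for which no alternative was set. Sequencing was paired-end, and the paper does not say whether it counts a pair as 1 or 2. With both reads of a pair counted, its number would be 2 × 325 M, within 1.5 times of the recovered one. The recovered number exceeds even that number of raw reads, so the counting of pairs alone does not account for it. Some reads may have been counted more than once, which was not tested.

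In Figure 1, read by eye, the paper shows about 53 genes downregulated in DA alone, against 101 here, and about 130 upregulated in FE alone, against 196; 0 of 3 alternatives fell within either. It shows about 5 downregulated in DA and FE, against 2, where no fold threshold (4) and unadjusted p-values (5) fell within and the replicate block did not. It shows about 4 upregulated in DA and FE, against 1, where no fold threshold (6) and unadjusted p-values (4) fell within and the replicate block did not. It shows about 65 upregulated in all 3, against 114, where the replicate block (47) fell within and the other 2 did not.

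The paper describes little variation between the treatments and the control. The mean distance from DE was 0.880 for DA, 0.993 for FE and 1.03 for FA, against 0.665 within DE, where replicates 1 and 3 lay further apart than DA from DE; the ratio of 1.94 tested here also holds the distances between treatments. It describes energy generation processes as downregulated in DA. Of the respiratory chain 2 genes rose and 6 fell, but 9 rose and 0 fell of glycolysis, 5 and 1 of the TCA cycle, and 2 and 0 of the ATP synthase, by q in the authors' deposited table. Of these 4 lists, only the respiratory chain had a median outside the middle 95% of random lists in DA, and it lay below them. *ATP1* and *PDB1*, which it places in FA alone, also rose in DA with log2 ratios above 1, by q in the authors' deposited table. That q is Cuffdiff's alone, while the paper also required DESeq2, whose calls could not be looked up by symbol here. These rises therefore need not conflict with where the paper places the genes. Other genes that the paper places in 1 treatment passed q in another in the same direction with a log2 ratio under 1 in size, which its fold threshold leaves out. *ERG11*, which it counts among the rises in FE alone, fell in DA past that threshold. *ICL1* rose on its less abundant locus but did not pass q on the more abundant one.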

Other observations

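The list medians used in this part were chosen as a measure after the files were seen. Several genes of amino acid synthesis rose with fluconazole. Of 35 loci, 9 rose and 3 fell in FE, 11 rose and 3 fell in FA, and 4 rose and 2 fell in DA, by q in the authors' deposited table (13 and 3, 16 and 4, and 4 and 2 adjusted over the list alone). *LYS22*, which encodes homocitrate synthase, rose from an FPKM of 14.7 to 133 in FE (log2 ratio 3.09), by 2.49 in FA and by 1.41 in DA. *ARG1* rose in FE (1.34), while *ARG3* (-1.44) and *ARG4* (-0.92) fell in FA. The medians were 0.42 in FE, 0.53 in FA and 0.23 in DA.

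Genes of fatty acid synthesis and of heat shock changed little as lists. Of 13 loci of fatty acid synthesis, 1 rose and 2 fell in DA, 1 and 1 in FA, and 2 and 1 in FE, by q in the authors' deposited table and when adjusted over the list alone. The fatty acid desaturase gene *FAD3* fell in all 3 treatments (-1.16 in DA, -1.03 in FA and -1.02 in FE), and *SLD1*, a sphingolipid desaturase gene, fell in DA (-0.62) and rose in FE (63.2 to 224, 1.81). Of 20 loci of heat shock, 3 rose and 1 fell in DA, 3 and 1 in FA, and 2 and 2 in FE, by the authors' deposited table (4 and 1, 5 and 1, and 2 and 2 adjusted over the list alone). *HSP21* rose in DA (1.12) and FE (0.91), by q in the authors' deposited table.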
